# OsChz1 acts as a histone chaperone in modulating chromatin organization and genome function in rice

**DOI:** 10.1038/s41467-020-19586-z

**Published:** 2020-11-11

**Authors:** Kangxi Du, Qiang Luo, Liufan Yin, Jiabing Wu, Yuhao Liu, Jianhua Gan, Aiwu Dong, Wen-Hui Shen

**Keywords:** Epigenetics, Gene regulation, Plant genetics

## Abstract

While the yeast Chz1 acts as a specific histone-chaperone for H2A.Z, functions of CHZ-domain proteins in multicellular eukaryotes remain obscure. Here, we report on the functional characterization of OsChz1, a sole CHZ-domain protein identified in rice. OsChz1 interacts with both the canonical H2A-H2B dimer and the variant H2A.Z-H2B dimer. Within crystal structure the C-terminal region of OsChz1 binds H2A-H2B via an acidic region, pointing to a previously unknown recognition mechanism. Knockout of *OsChz1* leads to multiple plant developmental defects. At genome-wide level, loss of OsChz1 causes mis-regulations of thousands of genes and broad alterations of nucleosome occupancy as well as reductions of H2A.Z-enrichment. While OsChz1 associates with chromatin regions enriched of repressive histone marks (H3K27me3 and H3K4me2), its loss does not affect the genome landscape of DNA methylation. Taken together, it is emerging that OsChz1 functions as an important H2A/H2A.Z-H2B chaperone in dynamic regulation of chromatin for higher eukaryote development.

## Abstract (web summary)

Function of CHZ-domain proteins in multicellular eukaryotes remains unclear. Here, the authors characterize the sole CHZ-domain protein identified in rice and show that it functions as an H2A/H2A.Z-H2B chaperone in dynamic regulation of chromatin organization and genome function.

## Introduction

Nucleosome is the fundamental structural unit of chromatin in eukaryotes. It is composed of almost two superhelical turns of DNA (∼146 bp) wrapped around an octamer formed by two copies each of the four core histone proteins H2A, H2B, H3, and H4^1^. Linker histone H1 binds internucleosomal DNA to stabilize adjacent nucleosomes and to mediate higher-order chromatin packaging^2^. While chromatin appears rigid at the cytological level, nucleosomes are highly dynamic^3^. Nucleosome assembly, disassembly, and reassembly occur not only during genome replication but also during transcription and during DNA-damage repair^4^. Proper assembly of histones with DNA requires histone–chaperones, which function in preventing unintended interactions between the positive-electrical-charged histone and the negative-electrical-charged DNA molecules under physiological conditions^5,6^. In addition to the canonical histone dynamics, histone variant incorporation constitutes a key mean in modulating nucleosome compositions^7^.

Unlike the canonical histones that are packaged into nucleosomes majorly during DNA replication, histone variants are deposited throughout the cell cycle and are incorporated into nucleosomes largely in DNA replication-independent pathways^8^. Among the five families of histones, the H2A family possesses the largest number of variants, including H2A.Z, H2A.X, macroH2A, H2A.Bbd, and H2A.W^9,10^. From them, H2A.Z is most highly conserved across different eukaryote kingdoms during evolution^11,12^. In yeast, animal, and plant, H2A.Z is found at many genes and is distributed most often around transcription start sites (TSS) with a particular preference for +1 nucleosome^13–17^. H2A.Z accumulation can affect transcription positively or negatively. Studies in plants, majorly in Arabidopsis (*Arabidopsis thaliana*) but also in rice (*Oryza sativa*), indicate that the presence of H2A.Z at TSS associates with transcriptional activation or repression, whereas its presence over gene bodies negatively correlates with transcription^18–24^. Besides transcription, H2A.Z is also involved in the regulation of other genomic processes, such as anti-silencing and anti-spreading of heterochromatin, chromosome segregation, homologous recombination, and DNA repair^11^. Strikingly, in contrast to the extensively studied functions of H2A.Z, histone–chaperones responsible for escorting H2A.Z in nucleosome assembly/disassembly remain poorly known.

NUCLEOSOME ASSEMBLY PROTEIN1 (NAP1) is evolutionarily conserved and belongs to the H2A-H2B histone–chaperone family^25,26^. In addition to its major function as chaperone of the canonical H2A-H2B histones, the yeast NAP1 (yNAP1) was found in multiprotein complexes co-immunopurified with H2A.Z^27^. Either free or yNAP1-associated H2A.Z-H2B dimers could be transferred by the ATP-dependent chromatin-remodeling complex SWR1 (SWR1-c) to replace H2A-H2B in an in vitro nucleosome assembly assay, implying that yNAP1 functions as an escort rather than part of the histone transfer machinery^27^. Later, Chz1 (Chaperone for H2A.Z-H2B) was identified as a specific chaperone for H2A.Z in yeast^28^. An in vitro binding assay revealed that yChz1 exhibits a stronger interaction with the H2A.Z-H2B dimer than with the H2A-H2B dimer^28^. Structurally, yChz1 forms a long irregular chain capped by two short α-helix motifs when it binds to H2A.Z-H2B, and the binding of yChz1 to H2A.Z-H2B enhances the stability of the yChz1-H2A.Z-H2B complex^28,29^. yChz1 binds at a specific surface of H2A.Z, which differs from the yNAP1-binding surface, and yChz1 and yNAP1 exhibit both redundant and distinct functions in the subcellular transport and the chromatin incorporation of H2A.Z^30–32^. More recently, a DEF/Y motif located at the C-terminus of yChz1 was identified to directly engage the arginine residues within the H2A.Z L2 loop and a hydrophobic pocket in H2B for H2A.Z-H2B dimer interaction, enhancing the binding preference of yChz1 for H2A.Z-H2B^33^. Surprisingly, instead of working in H2A.Z incorporation, the Arabidopsis NAP1-RELATED PROTEIN1 (NRP1) and NRP2 were proposed to regulate gene expression by counteracting SWR1 to prevent excessive accumulation of H2A.Z in chromatin^34^.

In this work, we characterize *OsChz1*, a sole gene encoding CHZ-domain protein in the agronomical important crop rice to gain knowledge about the function of CHZ-domain proteins in higher eukaryotes. Molecular and biochemical analyses reveal that *OsChz1* is broadly expressed in various tissues of rice and the OsChz1 protein binds both H2A-H2B and H2A.Z-H2B. The crystal structure of OsChz1-H2A-H2B complex shows that OsChz1 uses an acidic binding surface to engage the H2A-H2B dimer. CRISPR/Cas9-knockout of *OsChz1* uncovers its key functions in the regulation of multiple plant growth and developmental processes. Genome-wide profiling at transcriptome, nucleosome occupancy, H2A.Z enrichment, OsChz1 binding, and DNA-methylation levels demonstrate that *OsChz1* plays key functions in vivo in the regulation of chromatin dynamics and genome transcription.

## Results

### Identification and expression analysis of *OsChz1*

Using the CHZ-domain sequence in Blast search, we have identified yChz1 homologs in diverse organisms from the UniProt database. While absent in some invertebrates such as *Caenorhabditis elegans* and *Drosophila melanogaster*, CHZ-domain proteins are found in humans and vertebrates (Fig. 1a). Remarkably, CHZ-domain proteins are well-conserved during the green lineage evolution and are found in organisms ranging from unicellular algae to vasculature higher plants (Fig. 1a). Besides the CHZ domain, which is located near to the C-terminus, the other regions of the CHZ-domain proteins share little homology, with some potential functional domains identified but failed to show a substantial association with CHZ-domain during evolution (Fig. 1a). Unlike most higher plants where two or more copies of CHZ-encoding genes exist in a given species, rice contains a single gene, *OsChz1*, which encodes the sole CHZ-domain protein in this organism. RT-PCR analysis revealed that *OsChz1* is broadly expressed in various rice organs, with the highest level in flag leaf, varied intermediate levels in stem, panicle, leaf sheath, young seedling, anther, spikelet, and root, and the lowest level in mature grain (Fig. 1b). We further examined the expression pattern of *OsChz1* by promoter-fusion with the encoding sequence of the visual marker β-glucuronidase (*pOsChz1:GUS*). The *pOsChz1:GUS* transgenic plants showed strong GUS signals in the root, coleoptile, and leaf blade of young seedlings (Fig. 1c), in the basal part of flag leaves (Fig. 1d), in the spikelets of panicle (Fig. 1e, f), particularly in the male and female reproductive organs such as stamens and pistil (Fig. 1g), and in grains (Fig. 1h). The GUS signal in grains dropped drastically upon grain maturation and desiccation (Fig. 1g). Taken together, the expression pattern of *OsChz1* indicates that it could play important functions during rice plant growth and development, and the single copy of this gene provides a facility in its knockout for functional study in planta.

**Fig. 1:**
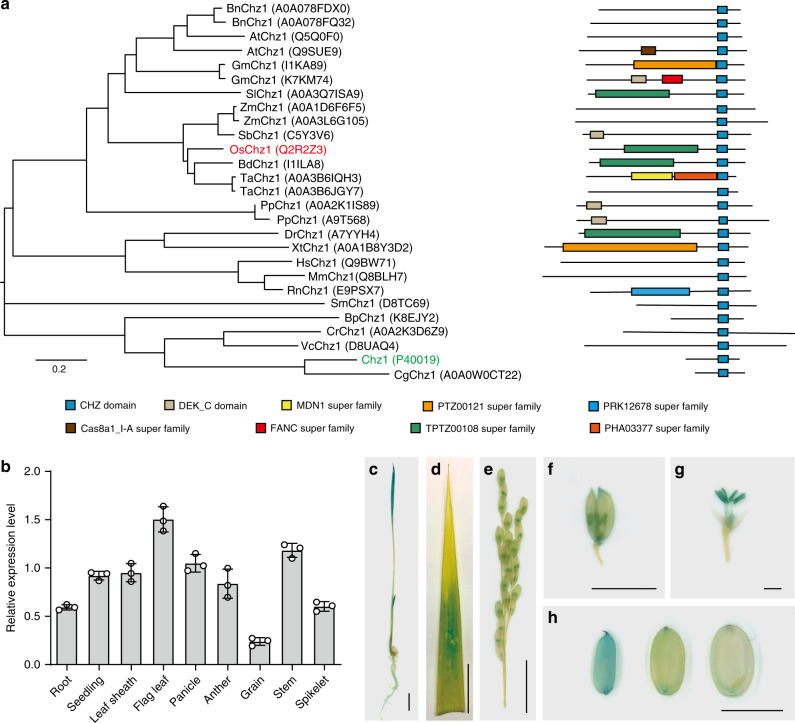
Identification and expression analysis of *OsChz1*. **a** Phylogenetic tree (left) and protein domain organization (right) analyses of CHZ-domain-containing proteins in higher eukaryotes. The founding member from yeast (yChz1) was highlighted in green; and the Chz1 homolog identified in rice, OsChz1, was highlighted in red. Neighbor-Joining phylogeny based on full-length amino acid sequence alignment was calculated using MEGA v10.1.8 and illustrated using FigTree v1.4.3. The diverse protein domains are displayed in different colored boxes as indicated. Bn, *Brassica napus*; At, *Arabidopsis thaliana*; Sl, *Solanum lycopersicum*; Gm, *Glycine max*; Ta, *Triticum aestivum*; Bd, *Brachypodium distachyon*; Os, *Oryza sativa*; Sb, *Sorghum bicolor*; Zm, *Zea mays*; Pp, *Physcomitrella patens*; Xt, *Xenopus tropicalis*; Dr, *Danio rerio*; Hs, *Homo sapien*s; Mm, *Mus musculus*; Rn, *Rattus norvegicus*; Bp, *Bathycoccus prasinos*; Sm, *Selaginella moellendorffii*; Cr, *Chlamydomonas reinhardtii*; Vc, *Volvox carteri*; Cg, *Candida glabrata*. **b** Quantitative RT-PCR analysis of *OsChz1* expression. Relative expression levels are shown for root (10-day-old), seedling (10-day-old), leaf sheath, flag leaf, panicle, anther, grain (3 days after anthesis), stem, and spikelet. The rice *Ubiquitin5* gene was used as an internal control. Values are means ± standard deviation from *n* = 3 independent biological replicates. **c**–**h** Histochemical detection of *pOsChz1:GUS* expression in transgenic rice plants. GUS activity (staining in blue) was observed in seedling (**c**), flag leaf (**d**), panicle (**e**), spikelet (**f**), anther (**g**), and grains (**h**). Scale bars, 1 cm in **c**–**e**, 5 mm in **f**, **h**, 1 mm in **g**. Source data underlying **b** are provided as a Source Data file.

### OsChz1 can act as a histone–chaperone for both H2A-H2B and H2A.Z-H2B

To examine whether or not OsChz1 physically interacts with histone dimers H2A-H2B and H2A.Z-H2B in vitro, a glutathione S-transferase (GST) pull-down assay was performed using a recombinant N-terminal GST-tagged OsChz1 full-length protein (GST-OsChz1). The Arabidopsis histone H2A (HTA1) shares high sequence homologies with the rice H2A (HTA702), and also the Arabidopsis histone variant H2A.Z (HTA9) shares high sequence homologies with the rice H2A.Z (HTA713) (Supplementary Fig. 1a). Thus, we have used in our pull-down assays the Arabidopsis H2A-H2B dimer, which had been used as recombinant proteins in a previous study^35^, and the Arabidopsis H2A.Z-H2B dimer produced similarly. We observed that both the H2A-H2B and the H2A.Z-H2B dimers could be pulled down by GST-OsChz1, but not by GST alone (Fig. 2a). To investigate the subcellular localization of OsChz1, we designed an enhanced green fluorescent protein (GFP)-OsChz1 fusion construct driven by the maize (*Zea mays*) ubiquintin-1 (Ubi) promoter. Transient expression of this construct in rice protoplast and fluorescence microscopy analyses revealed that GFP-OsChz1 was located in the cell nucleus (Fig. 2b). We further co-expressed GFP-OsChz1 together with a MYC-tagged rice histone H2A protein (HTA702-MYC) or a HA-tagged rice histone variant H2A.Z protein (HTA713-HA) in rice protoplasts, and performed co-immunoprecipitation (Co-IP) assays. Consistent with the results of our pull-down analysis, it was observed that both HTA702-MYC and HTA713-HA could be co-immunoprecipitated by GFP-OsChz1 (Fig. 2c).

**Fig. 2:**
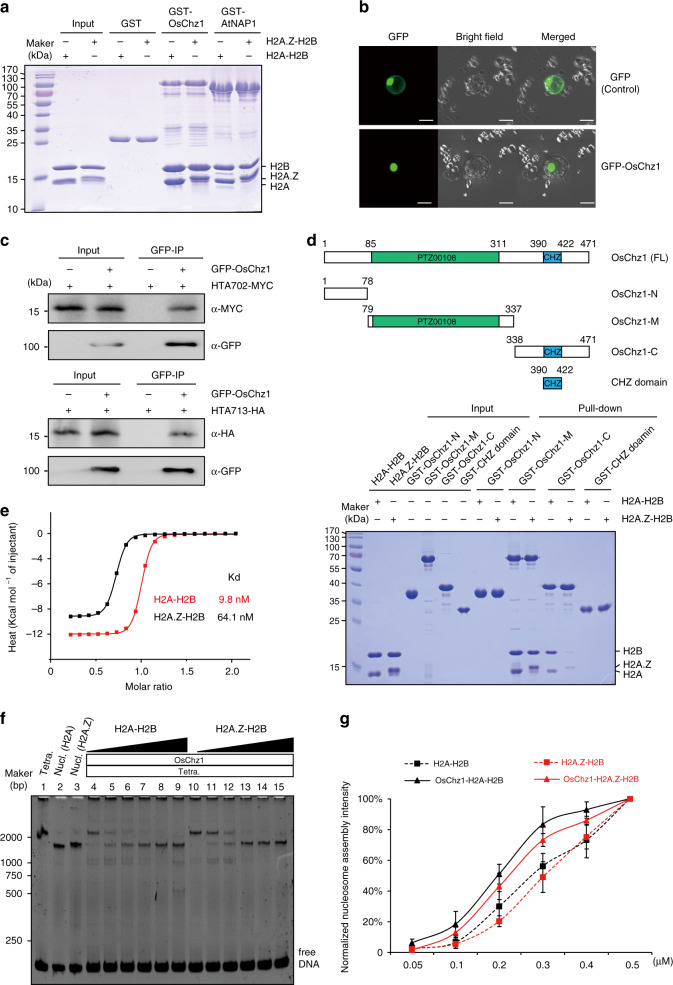
OsChz1 physically interacts with H2A-H2B and H2A.Z-H2B. **a** GST pull-down assay showing interaction of OsChz1 with H2A-H2B and H2A.Z-H2B. Beads coated with GST, GST-OsChz1 or GST-AtNAP1 were used to pull down H2A-H2B or H2A.Z-H2B as indicated (+, presence; −, absence). Image shows gel with Coomassie-blue-staining. **b** Localization of the Green Fluorescent Protein (GFP)-OsChz1 fusion protein in rice protoplast. Scale bar, 10 μm. **c** Co-immunoprecipitation (Co-IP) assay showing the interaction of OsChz1 with HTA702 (H2A) and HTA713 (H2A.Z) in rice protoplast. Protein extracts from transgenic rice protoplasts were immunoprecipitated with anti-GFP affinity beads and the resulting products were analyzed by western blot using the antibodies against GFP, MYC, or HA. **d** Examination of various regions of OsChz1 in binding with H2A-H2B and H2A.Z-H2B in pull-down assay. Top diagrams illustrate different segments of OsChz1: OsChz1-N, N-terminal region; OsChz1-M, middle region; OsChz1-C, C-terminal region; FL, full length. Positions of PTZ00108 (green) and CHZ domain (blue) are indicated. Image shows Coomassie-blue staining gel. **e** ITC (Isothermal Titration Calorimetry) binding curves of H2A-H2B (red) and H2A.Z-H2B (black) titrated by OsChz1-C. **f** Affinity shift assay showing detection of OsChz1 activity in nucleosome assemble. Image shows a native PAGE gel. Lanes 1–3: H3-H4-DNA tetrasomes (tetra.), H2A- and H2A.Z-containing nucleosomes (nucl.); lanes 4–9: reactions of increasing amounts of H2A-H2B with a mixture of H3-H4-DNA tetrasome and OsChz1; lanes 10–15, reactions of increasing amounts of H2A.Z-H2B with the same mixture of H3-H4-DNA tetrasome and OsChz1. **g** Line-chart showing intensity quantifications of nucleosome assembly. The *x*-axis indicates the increasing amounts of H2A-H2B or H2A.Z-H2B. Black and red curves represent H2A-H2B and H2A.Z-H2B depositions, respectively. Solid lines represent histone deposition with OsChz1 (at 0.1 μM) and dashed lines represent histone deposition without OsChz1. Highest values, e.g., lane 9 for H2A-H2B and lane 15 for H2A.Z-H2B in **f**, were set as 100%. The data shown are means ± standard deviation from *n* = 3 independent biological replicates. Experiments were repeated independently three times (**a**, **b**, **f**) or twice (**c**, **e**) with similar results. Source data underlying **a** and **c**–**g** are provided as a Source Data file.

To gain information about regions of OsChz1 involved in histone binding, we divided OsChz1 into four segments: an N-terminal region (OsChz1 1–78, OsChz1-N), a middle region (OsChz1 79–337, OsChz1-M) containing weak homologies with some DNA-topoisomerase2-like proteins forming the PTZ00180 superfamily (Supplementary Fig. 2), a C-terminal region (OsChz1 338–471, OsChz1-C) containing the evolutionarily conserved CHZ domain (Supplementary Fig. 3), and the CHZ-domain region (OsChz1 390–422). Our in vitro pull-down assays showed that both OsChz1-M and OsChz1-C but not OsChz1-N nor CHZ-domain exhibit binding activities to either H2A-H2B or H2A.Z-H2B (Fig. 2d). Visually, OsChz1-C seemed to pull down more efficiently H2A-H2B than H2A.Z-H2B. To verify this, we examined the binding of OsChz1-C to H2A-H2B and H2A.Z-H2B by isothermal titration calorimetry (ITC) experiments. We found that OsChz1-C achieves an ~6.5-fold higher affinity for H2A-H2B (Kd of 9.8 nM) than for H2A.Z-H2B (Kd of 64.1 nM) (Fig. 2e).

Next, we examined OsChz1 function in nucleosomal deposition of H2A-H2B and H2A.Z-H2B by using in vitro assays^36^. We assembled the (H3-H4)_2_-DNA tetrasome complexes as well as the H2A-containing and H2A.Z-containing nucleosomes, respectively (Supplementary Fig. 4a). In the absence of OsChz1, both the H2A-H2B and H2A.Z-H2B dimers were found readily capable to bind the (H3-H4)_2_-DNA tetrasome complexes to form nucleosomes (Supplementary Fig. 4b). Thus, we examined OsChz1 activity by comparing nucleosome formation efficiency under specified conditions. For this, the (H3-H4)_2_-DNA tetrasome complexes were incubated, in the presence of a fixed concentration of OsChz1, with increasing amounts of H2A-H2B or H2A.Z-H2B for 30 min (Fig. 2f). A concentration-dependent efficient nucleosome assembly was observed, and this occurred significantly more efficiently in the presence of OsChz1 than in the absence of OsChz1 for both H2A-H2B and H2A.Z-H2B (Fig. 2g). This observation is in line with a histone–chaperone activity of OsChz1 that facilitates nucleosome assembly. In this assay again OsChz1 did not show any preference for H2A.Z over H2A, and H2A-H2B displayed more efficient assembly with the (H3-H4)_2_-DNA tetrasome complex than did H2A.Z-H2B in either the presence or the absence of OsChz1 (Fig. 2g).

### Structural basis for H2A-H2B dimer recognition by the C-terminal region of OsChz1

The absence of OsChz1 preference for H2A.Z is in contrast to the preference of yChz1 for H2A.Z reported previously^28^. To understand the molecular basis of interaction between OsChz1 and H2A-H2B, we crystallized OsChz1-C in complex with H2A-H2B, and obtained the crystal structure of the complex at a 2.85 Å resolution by the molecular replacement (MR) method (Supplementary Table 1).

As supported by the 2Fo-Fc electron density map, residues 432–446aa of OsChz1 are well ordered in the structure (Fig. 3a). The N-terminal half of OsChz1-C forms extensive interactions with H2B, through residues located at the α3 and α4 helix regions (Fig. 3b). In detail, the main chain N atom of OsChz1 Glu432 is in contact with the side chain of H2B Asn108, while the main chain O atom of OsChz1 Glu432 directly interacts with the side chain of H2B Arg116. In addition, the carboxyl of OsChz1 Glu432 forms one hydrogen bond (H-bond) with the side chain of H2B Thr120. Next, the main chain O atom of OsChz1 Glu433 binds to the side chain of H2B Gln119. The side chain of OsChz1 Glu436 binds to H2B Thr143 via H-bond interaction, and OsChz1 Asp438 forms a salt bridge with H2B Arg123. OsChz1 Asn439 makes a contact with H2B Lys140. Furthermore, the main chain N atom of OsChz1 Asp440 is recognized by H2B Ser136 and the carboxyl of the OsChz1 Asp440 interacts with the side chain of H2B His133. Last, the C-terminal half of OsChz1-C inserts into the acidic pocket of H2A, formed by α2–α4 helices. As depicted in Fig. 3c, the side chain of OsChz1 Asn444 forms H-bond interaction with H2A Tyr59 and the side chain of OsChz1 Glu446 is recognized by H2A Leu67 via van der Waals interaction (Fig. 3c). These above histone-binding residues of OsChz1 are different from those of yChz1 involved in binding with H2A.Z-H2B (Supplementary Fig. 5), as defined either based on the NMR structure of yChz1-H2A.Z-H2B^29^ or the crystal structure of yChz1-H2A.Z-H2B^33^. When the H2A-H2B dimer was considered within the nucleosome structure (PDB ID: 1AOI), our predicted structure indicates that OsChz1 binds to the disk face of the nucleosome: the C-terminus extends into acidic pocket of the nucleosome and the N-terminus is incompatible with C-terminus α2 helix of histone H4 (Supplementary Fig. 6).

**Fig. 3:**
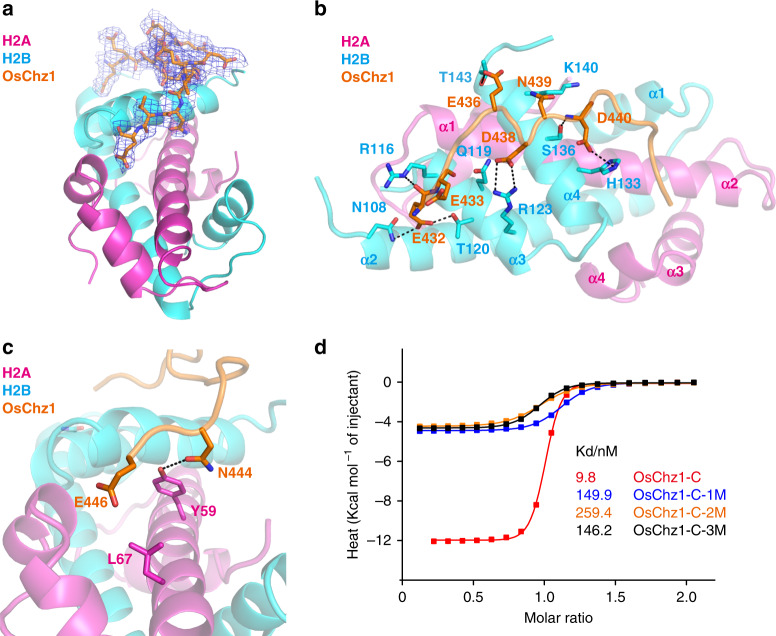
Crystal structure showing OsChz1-C binding with the H2A-H2B heterodimer. **a** Crystal structure of OsChz1-C complexed with H2A-H2B. H2A and H2B are shown as cartoons in purple and cyan, respectively. OsChz1-C is shown as sticks in atomic colors (C, orange; N, blue; O, red). The 2Fo-Fc omit map is contoured at the 0.5σ level. **b**, **c** Detailed interactions between OsChz1-C and H2B and between OsChz1 and H2A, respectively. Dash-lines indicate hydrogen bond (H-bond) interactions. **d** ITC (isothermal titration calorimetry) curves showing the impact of OsChz1-C mutations on binding with H2A-H2B. The wild-type OsChz1-C is shown in red color and its value is the same to that in Fig. 2e, and the mutants 1M, 2M, and 3M are in blue, orange, and black, respectively. The detailed sequences of these OsChz1 mutants are listed in Supplementary Table 2. Source data underlying **d** are provided as a Source Data file.

Next, we mutagenized the key residues of OsChz1 involved in histone binding to examine their function in biochemical assays (Supplementary Table 2). It was observed that all the three OsChz1-C mutants exhibited ~15–26-fold decrease of affinity in binding H2A-H2B as compared to the wild-type OsChz1-C (Fig. 3d). Accordingly, compared to the wild-type OsChz1, the mutant of full-length OsChz1 (OsChz1-Mut) showed a drastic reduction of efficiency in facilitating assembly of either H2A-H2B or H2A.Z-H2B with the (H3-H4)2-DNA tetrasome complex (Supplementary Fig. 7).

### Mutations in *OsChz1* caused multiple plant developmental defects

To investigate the biological function of OsChz1, we used the CRISPR/Cas9-mediated mutagenesis to target the *OsChz1* gene within the rice genome. The designed single-guide RNA (sgRNA) targets a region within the second exon of *OsChz1* (Fig. 4a). The resulted mutation was identified through genotyping and sequencing analysis of transgenic rice plants. Two independent mutations, one with a 1-nt deletion (*oschz1-1*) and the other with a 2-nt deletion (*oschz1-2*) were obtained. Each of these mutations introduces a stop codon that causes premature termination of translation (Fig. 4a), implying both *oschz1-1* and *oschz1-2* as loss-of-function gene mutant alleles. From the transgene-free *oschz1-1* and *oschz1-2* homozygous mutant plants (Supplementary Fig. 8), we further sequenced and conformed that no off-target mutations had been produced, based on analyses of the five top-ranking potential off-target sites predicted by CRISPR-P (Supplementary Table 3).

**Fig. 4:**
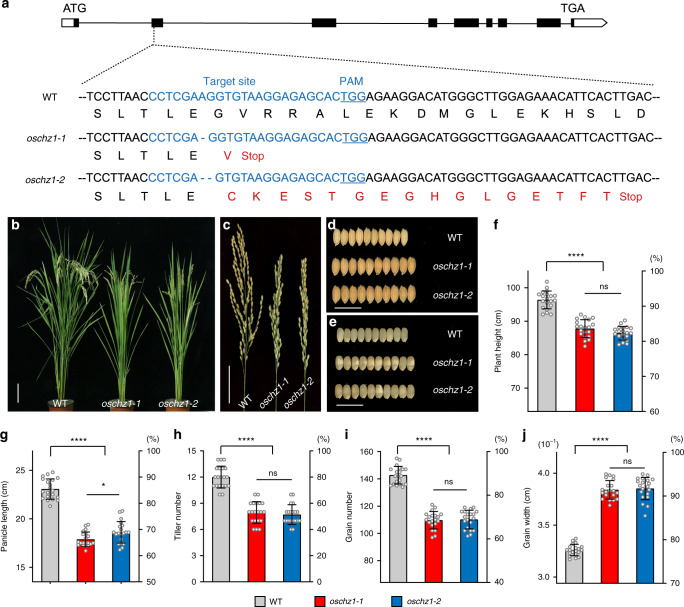
Characterization of *OsChz1* function via CRISPR/Cas9-induced mutagenesis. **a** Schematic diagram of the *OsChz1* gene structure and the mutants generated through CRISPR/Cas9 target. UTRs, exons, and introns are indicated by blank rectangles, black rectangles, and black lines, respectively. The sequence of the targeted site with the underlined protospacer adjacent motif (PAM) and altered amino acid sequence in the *oschz1-1* and *oschz1-2* mutants are highlighted in blue and red, respectively. **b** Representative 95-day-old plants of mutants compared to wild-type (WT) grown under long-day (LD) photoperiod conditions. Scale bar, 10 cm. **c** Comparison of the main panicle morphology between WT and the *oschz1* mutants. Scale bar, 5 cm. **d** Comparison of mature grains between WT and the *oschz1* mutants. Scale bar, 1 cm. **e** Comparison of brown rice grain between WT and the *oschz1* mutants. Scale bar, 1 cm. **f**–**j** Quantitative analysis of agronomic traits for plant height (**f**), panicle length (**g**), tiller number (**h**), grain numbers (**i**), and grain width (**j**), respectively. Values are shown as means ± standard deviation from *n* = 20 individual plants. Statistic significances were determined by two-tailed, paired Student’s *t*-test: *p < 0.05; ****p < 0.001; ns (not significant), *p* > 0.05. The exact *p* values are 1.88 × 10^−12^ (WT vs. *oschz1-1*), 6.67 × 10^−16^ (WT vs. *oschz1-2*), 0.0699 (*oschz1-1* vs. *oschz1-2*) for **f**; 4.08 × 10^−20^ (WT vs. *oschz1-1*), 1.41 × 10^−15^ (WT vs. *oschz1-2*), 0.0204 (*oschz1-1* vs. *oschz1-2*) for **g**; 1.56 × 10^−12^ (WT vs. *oschz1-1*), 8.22 × 10^−14^ (WT vs. *oschz1-2*), 0.5079 (*oschz1-1* vs. *oschz1-2*) for **h**; 1.12 × 10^−18^ (WT vs. *oschz1-1*), 5.48 × 10^−18^ (WT vs. *oschz1-2*), 0.8124 (*oschz1-1* vs. *oschz1-2*) for **i**; 5.63 × 10^−25^ (WT vs. *oschz1-1*), 3.36 × 10^−23^ (WT vs. *oschz1-2*), 0.6914 (*oschz1-1* vs. *oschz1-2*) for **j**. Source data underlying **f**–**j** are provided as a Source Data file.

Next, we analyzed the growth and developmental phenotypes of the *oschz1-1* and *oschz1-2* mutants. Compared to the wild-type plant (WT), both *oschz1-1* and *oschz1-2* mutant plants displayed similarly late-flowering and dwarf phenotypes (Fig. 4b). In addition, the mutants showed less-well developed panicles (Fig. 4c) but bigger kernels (Fig. 4d) and grains (Fig. 4e). Quantitative analyses revealed that the mutants, as compared to WT, exhibited a reduction of about 9% in plant height (Fig. 4f), a reduction of 22% in panicle length (Fig. 4g), a reduction of 30% in tiller number per plant (Fig. 4h), a reduction of 23% in grain number per panicle (Fig. 4i), and an increase of about 18% in grain width (Fig. 4j). These results indicate that *OsChz1* is involved in the regulation of multiple processes of rice growth and development, which is consistent with its broad expression pattern in plants (Fig. 1b–h).

To verify that it is indeed the loss of function of *OsChz1* causing the mutants phenotypes, we performed rescue experiments using a construct containing the full-length coding sequence of *OsChz1* fused to the 4×MYC-tag-coding sequence, together driven by the *OsChz1* native promoter (*pOsChz1::OsChz1-4×MYC*). This transgene was introduced into both the *oschz1-1* and *oschz1-2* mutants, and we obtained 20 independent transgenic lines for each complemented line. All stable transgenic lines showed similarly rescued phenotypes, and subsequently, we analyzed in detail one complemented line for each of the mutants, i.e., COM1 for *oschz1-1* and COM2 for *oschz1-2*. Both COM1 and COM2 are phenotypically similar to WT (Supplementary Fig. 9a and b). They have expression levels of *OsChz1* similar to that of WT (Supplementary Fig. 9c), and the OsChz1-MYC fusion protein was detected in COM1 and COM2 (Supplementary Fig. 9d). They also display WT-levels of heading date, plant height, tiller number, panicle length, grain number, and grain width (Supplementary Fig. 9e–j). Together, these data confirmed that the loss of function of *OsChz1* is responsible for the *oschz1* mutant phenotypes.

### *OsChz1* promotes plant flowering through the *Ehd1-Hd3a/RFT1* activation pathway

Flowering represents a key developmental transition during the plant life cycle. To further investigate the flowering phenotype of the *oschz1* mutants in detail, we analyzed the heading date of rice plants grown under either natural long-day (LD; at Shanghai in China) or short-day (SD; at Sanya in China) photoperiod conditions. Both the *oschz1-1* and *oschz1-2* mutants showed a late-flowering phenotype under either LD (Fig. 5a) or SD (Fig. 5b) photoperiods, with significantly delayed heading dates (Fig. 5c), indicating that *OsChz1* promotes flowering in a photoperiod-independent manner. To gain insight into gene regulatory network underlying the mutant flowering phenotype, we analyzed the expression levels of *OsChz1* and some key rice flowering-regulatory genes at 4 h time-intervals over a total of 20 h. Plants in heading period grown under natural LD photoperiod conditions were used in the analysis. As shown in Fig. 5d, *OsChz1* exhibited a diurnal expression pattern in WT, with a decrease by dawn and an increase by dusk during the circadian rhythm. As expected, transcripts of *OsChz1* were barely detected in the *oschz1-1* and *oschz1-2* mutants. *Rice Flowering Locus T1* (*RFT1*) and *Heading date 3a* (*Hd3a*) are known as rice florigen genes encoding small FT-like proteins to promote flowering^37,38^. Interestingly, *RFT1* and *Hd3a* transcription levels exhibited a strong diurnal rhythm in WT, whereas both of them were drastically reduced in *oschz1-1* and *oschz1-2*. Similarly, the expression of *Early heading date 1* (*Ehd1*), which encodes a B-type response regulator acting as an inducer upstream of *Hd3a/RFT1*^39–41^, was also reduced in the mutants. In contrast to *Ehd1*, *Hd3a*, and *RFT1*, the other examined genes showed roughly similar expression levels and patterns in the *oschz1-1* and *oschz1-2* mutants as compared to WT (Fig. 5d). Based on these results, we conclude that *OsChz1* promotes rice flowering time through the *Ehd1-Hd3a/RFT1* pathway.

**Fig. 5:**
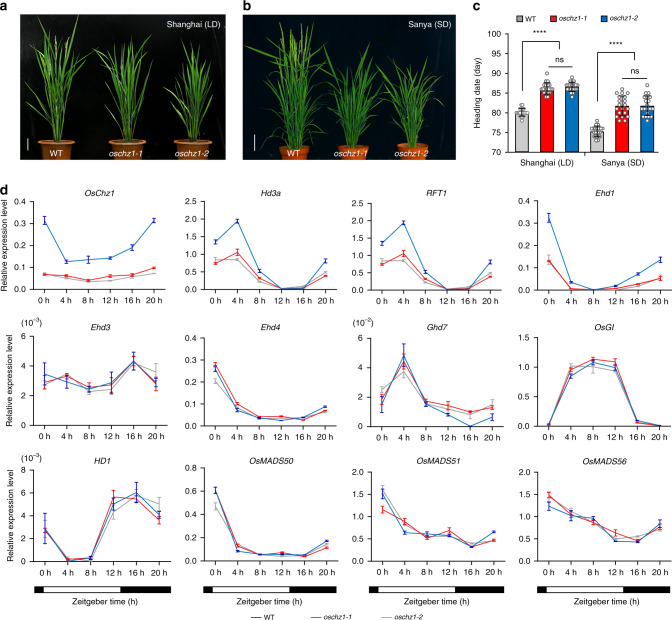
Analysis of the flowering time defects of the *oschz1* mutants. **a**, **b** Representative images of wild-type (WT) and the *oschz1* mutant plants at heading date stage grown under long-day (LD) and short-day (SD) photoperiod conditions, respectively. Scale bar, 10 cm. **c** Heading date measurements of WT and the *oschz1* plants. Values are shown as means ± standard deviation from *n* = 20 individual plants. Statistic significances were determined by two-tailed, paired Student’s *t*-test: ****p < 0.001; ns (not significant), *p* > 0.05. The exact *p* values are 4.93 × 10^−18^ (WT vs. *oschz1-1*), 9.74 × 10^−21^ (WT vs. *oschz1-2*), 0.3432 (*oschz1-1* vs. *oschz1-2*) under LD condition; 2.82 × 10^−12^ (WT vs. *oschz1-1*), 1.50 × 10^−12^ (WT vs. *oschz1-2*), 0.9501 (*oschz1-1* vs. *oschz1-2*) under SD condition. **d** Relative expression levels of various rice flowering time regulatory genes in WT and the *oschz1* mutants. RNA was isolated from leaves of plants grown under LD photoperiods and was analyzed by quantitative RT-PCR. Zeitgeber time is indicated by a white bar for light period and a black bar for dark period. Values are shown as means ± standard deviation from *n* = 3 independent biological replicates, after normalization using rice *Ubiqutin* 5 as internal control. Source data underlying **c** and **d** are provided as a Source Data file.

### Loss of OsChz1 affects transcription and nucleosome distribution of the rice genome

To investigate the effects of loss of OsChz1 on gene transcription at genome-wide level, we performed RNA-seq analysis of the *oschz1-1* mutant and WT rice plants grown under our laboratory LD photoperiods. The analysis was performed in three biological replicates. We identified the differentially expressed genes in mutant compared to WT by using DEseq2^42^. A total of 1967 genes were detected as significantly (fold change ≥ 1.5 and *p*adj < 0.05) misregulated, with 1619 of them upregulated and 348 of them downregulated (Fig. 6a), in the *oschz1-1* mutant as compared to the control WT. Among the downregulated genes in *oschz1-1*, we detected *Ehd1*, *Hd3a*, *RFT1*, and *OsChz1*, conforming our RT-qPCR results (Supplementary Fig. 10a). A statistically significant degree of overlap was observed between these misregulated genes and the total protein-coding genes (PCGs) of the rice genome (Fig. 6b). In contrast, such significant overlap was not detected for transposable elements (TEs; Fig. 6b). Gene ontology (GO) analysis indicated that genes involved in response to stress, defense, and DNA replication were significantly over-represented in the upregulated genes of the *oschz1-1* mutant, and that genes involved in protein phosphorylation and biotic stimulus were significantly over-represented in the downregulated genes of the *oschz1-1* mutant (Supplementary Fig. 10b). The findings of a large number of misregulated protein-coding genes involved in these different key processes are consistent with the pleiotropic growth and developmental phenotypes of the *oschz1* mutants.

**Fig. 6:**
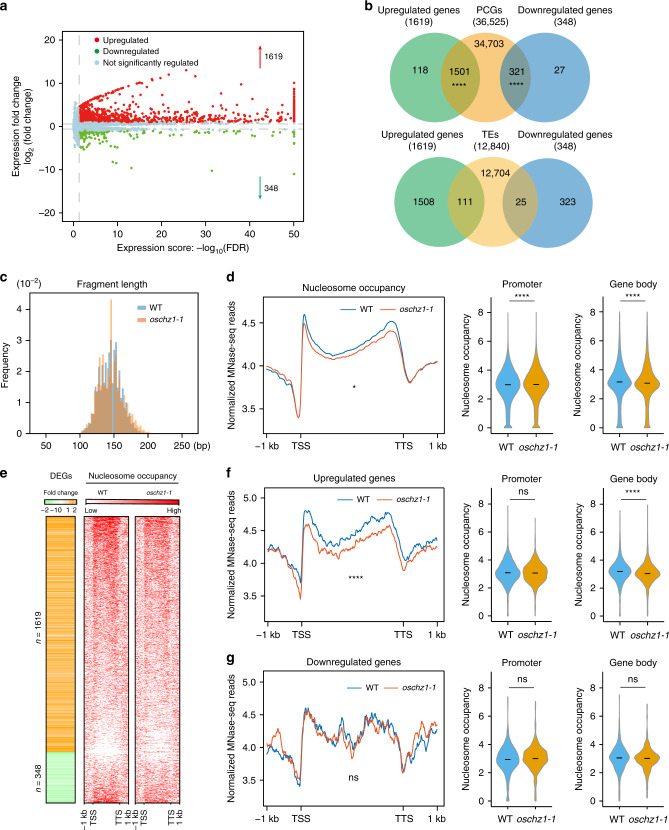
Impact of the OsChz1 loss on gene expression and nucleosome occupancy at the genome-wide level. **a** Comparison of gene expression in wild-type (WT) and *oschz1-1* analyzed by RNA-seq. The *x*-axis indicates the magnitude of expression (expression score = −log 10 FDR) and the *y*-axis indicates fold change in expression. Up- and downregulated genes (red and green dotss, respectively) were identified as those with expression level and change above thresholds (above noise and >1.5-fold change, shown with dashed lines) and with the *p* < 0.05. The adjusted *p* value was calculated with the Benjamini–Hochberg correction. **b** Venn diagram presenting overlap of misregulated genes (green for upregulated genes, blue for downregulated genes) with protein-coding genes (PCGs) or transposable elements (TEs). The number of genes in each cluster is indicated. The adjusted *p* value was calculated with the single-end Fisher’s exact test: ****p < 0.0001. **c** Frequency distribution of nucleosomal DNA size of WT (blue) and *oschz1-1* (orange) obtained in MNase-seq. **d** Genome-wide nucleosome-occupancy profiles in WT and *oschz1-1* (left) and violin plots showing nucleosome-occupancy changes between WT and *oschz1-1* at promoter and gene-body region (middle and right). The plots were generated from 1 kb upstream of the TSS for promoter and from TSS-to-TTS for gene body. Signal for nucleosome is a merge from two biological replicates. Statistic significances were determined by two-tailed Welch two-sample *t*-test: *p < 0.05; ****p < 0.0001; ns (not significant), *p* > 0.05. **e** Heatmap representing the differentially expressed genes (DEGs) and nucleosome occupancy between WT and *oschz1-1*. **f**, **g** Density profiles (left) and violin plots (middle and right) showing nucleosome occupancy of the upregulated and downregulated genes identified in the *oschz1* mutant, respectively. Analyses and statistic assessments were as described in **d**. The exact *p* values are 1.41 × 10^−154^, 1.33 × 10^−32^ for **b**; 0.0102, 1.28 × 10^−5^, 3.61 × 10^−8^ for **d**; 3.48 × 10^−24^, 0.0818, 1.84 × 10^−6^ for **f**; 0.3229, 0.1851, 0.6521 for **g**. Source data underlying **a**, **d**, **f**, and **g** are provided as a Source Data file.

To gain insight into the mechanisms underlying misregulation of genome transcription, we performed an MNase digestion assay on chromatin (Supplementary Fig. 10c) and investigated nucleosome distribution in WT and *oschz1-1* by MNase-seq analysis. 

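MNase-seq sequences the DNA that nucleosomes protect from micrococcal nuclease, which cuts the linker DNA between them, so that the density of the sequenced fragments measures nucleosome occupancy. Chromatin of 30-day-old seedlings was used, with 2 libraries of WT and 2 of *oschz1-1*, a knockout mutant of *OsChz1* made with CRISPR/Cas9. The authors mapped the paired reads to the rice genome (build MSU7) with Bowtie2, removed reads of low mapping quality and potential PCR duplicates with Samtools, and called and compared nucleosomes with DANPOS. The values analysed here are those of the authors' comparison of the 2 genotypes. They had merged the replicates of each genotype into 1 value per nucleosome, so that no difference could be set against the spread between replicates and no leave-one-out analysis was possible. The number of reads behind the values is not given in the table, and the depth is therefore unknown. The map listed 1690300 nucleosomes on 14 sequences, 12 of them the nuclear chromosomes. A summit, which is the position of highest occupancy of a nucleosome, was listed for 1396763 nucleosomes in WT and for 1410732 in *oschz1-1*. Both genotypes had a summit at 1117195 nucleosomes, WT alone at 279568 and *oschz1-1* alone at 293537. Over the listed nucleosomes, the median occupancy signal at the summit, as scaled by the authors, was 15.2 in WT and 15.2 in *oschz1-1*. The median log2 ratio was 0.00079 after a pseudocount of 1 was added. At the nucleosomes with a summit in the genotype itself, the median was 16.5 in WT and 16.4 in *oschz1-1*. Neighbouring summits were a median of 200 bp apart in either genotype. Most summits, 86.5% in WT and 85.8% in *oschz1-1*, lay on a grid of 10 bp, which limits the resolution of any displacement. The paper's text names no threshold for the DANPOS comparison. An FDR of less than 0.05 was used here for changes of occupancy and a displacement of 50 to 90 bp for position shifts, and both choices set the numbers of changed nucleosomes.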

Paired-end sequencing was performed from two independent MNase-seq libraries with two biological replicates of WT and *oschz1-1*, and then paired-end reads were mapped to unique positions of the rice genome. The nucleosome peaks in WT (Supplementary Fig. 10d) significantly overlapped with the previously published data^43^. The mono-nucleosomal DNA length was roughly 146 bp in size for both WT and *oschz1-1* (Fig. 6c). Detailed mapping at the whole genome level detected in total 25,345 nucleosome-position shifts (12,540 forward shift and 12,805 reverse shift) and 37,608 nucleosome-density alterations (19,673 increased and 17,935 decreased) in *oschz1-1* as compared to WT (Supplementary Table 4). 

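Position shifts were counted at the 1117195 nucleosomes with a summit in both genotypes. The *oschz1-1* summit was at the WT position in 131403 of them (11.8%), the median distance was 20 bp and the largest was 99 bp. A displacement of 50 to 90 bp was found at 250014 nucleosomes, which is 22.4% of the nucleosomes of both maps. Of these, 124737 were forward shifts, towards higher coordinates, and 125277 were reverse shifts, so that 49.9% were forward. The counts depended on the lower limit. From 70 to 90 bp there were 42936 forward and 43002 reverse shifts. The shares in either direction cannot be set against replicate error, as a single merged map was compared per genotype.

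**Figure D1:**
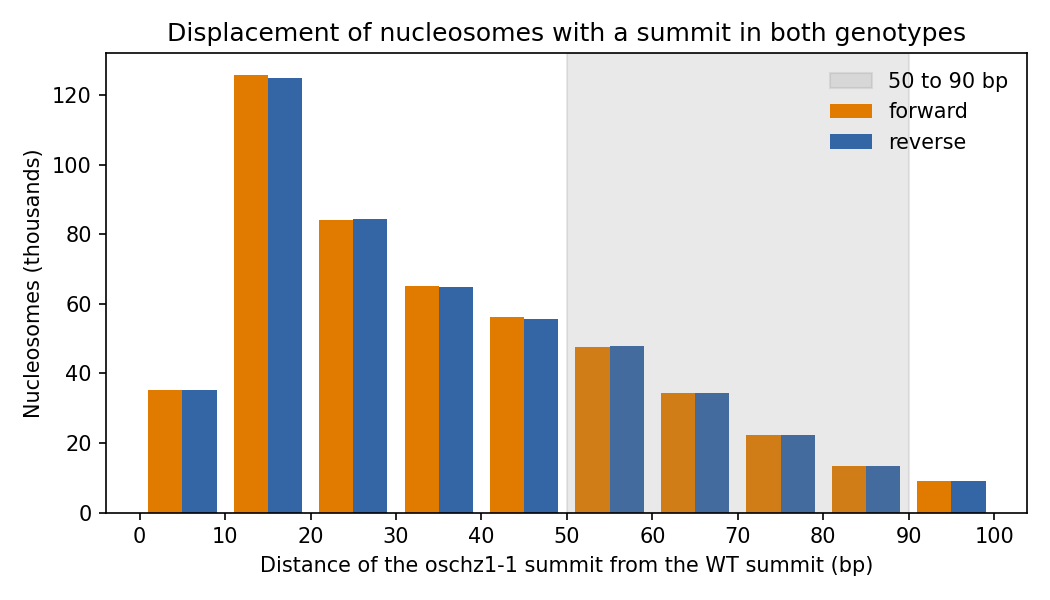
Number of nucleosomes by the distance of the oschz1-1 summit from the WT summit, in bins of 10 bp, for forward (orange) and reverse (blue) displacement; summits at the same position are left out and grey shading marks 50 to 90 bp. The numbers fall with distance above 20 bp and are near equal in both directions.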

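For nucleosome density, the FDR of the summit value in the authors' deposited table was less than 0.05 at 173066 nucleosomes (10.2% of those listed), of which 87438 were increased and 85628 decreased in *oschz1-1*. In the authors' deposited table, the median occupancy of the increased nucleosomes was 5.37 in WT and 18.1 in *oschz1-1*, and that of the decreased nucleosomes was 18.7 in WT and 5.67 in *oschz1-1*. With an FDR of less than 0.001, 3614 increased and 2363 decreased nucleosomes were left in the authors' deposited table. Nucleosomes with a summit in a single genotype made up 83.1% of the changes called in the authors' deposited table. Summits listed for the same nucleosome were at most 99 bp apart. A nucleosome displaced further could thus be listed as a decrease beside an increase. Changes of density and such displacements were not separated here. At nucleosomes with a summit in both genotypes, the authors' deposited table gave 13500 increases and 15829 decreases, the opposite order to that over all nucleosomes. The share called in the authors' deposited table fell from 28.3% in the lowest decile of mean occupancy to 6.11% in the highest. By chromosome, the authors' deposited table gave 8271 increases against 6183 decreases on chromosome 11 and 5750 against 5219 on chromosome 10, while the ratio of increases to decreases lay between 0.960 and 1.03 on the other 10 nuclear chromosomes. On these 2 chromosomes, 1559 of the increased nucleosomes of the authors' deposited table lay in 52 runs of at least 5 consecutive nucleosomes with a WT occupancy of less than 1 and an *oschz1-1* occupancy of at least 5. The 3 intervals of chromosome 11 of MSU7, from 4908791 to 5347071, from 5925861 to 6030031 and from 6525561 to 6631691, held 1280 of the nucleosomes of these runs. Without the runs, the ratio of increases to decreases in the authors' deposited table was 1.13 on chromosome 11 and 1.05 on chromosome 10. Both were still above that of the other nuclear chromosomes. The runs did not take in all nucleosomes without WT signal, as 1888 on these chromosomes had a WT occupancy of 0. Part of the remaining excess may therefore belong to the same segments. Of the 3614 increases with an FDR of less than 0.001 in the authors' deposited table, 1218 lay in these runs. Without the runs absent from one map, the excess of increases over decreases at that FDR fell from 1251 to 53. From the counts of shifted and altered nucleosomes, the paper goes on to state in which genomic regions they lie. Gene bodies, promoters and intergenic regions were not analysed here, as no gene annotation of MSU7 was used.

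**Figure D2:**
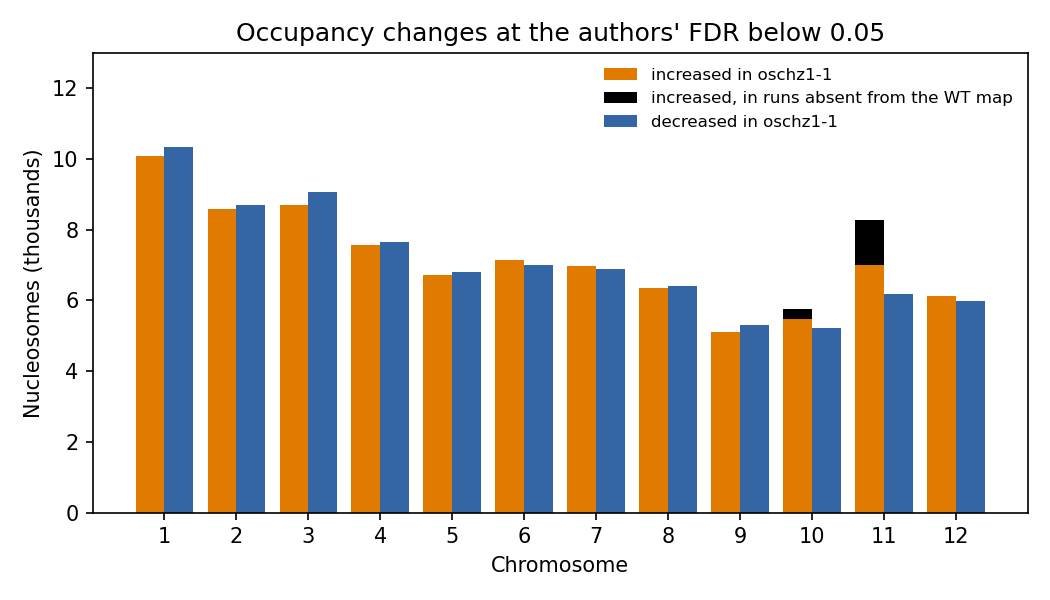
Number of nucleosomes with an FDR of less than 0.05 in the authors' deposited table on each nuclear chromosome, increased (orange) and decreased (blue) in oschz1-1; the black part marks increased nucleosomes in runs absent from the WT map. Chromosome 11 has 8271 increases and 6183 decreases.

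**Figure D3:**
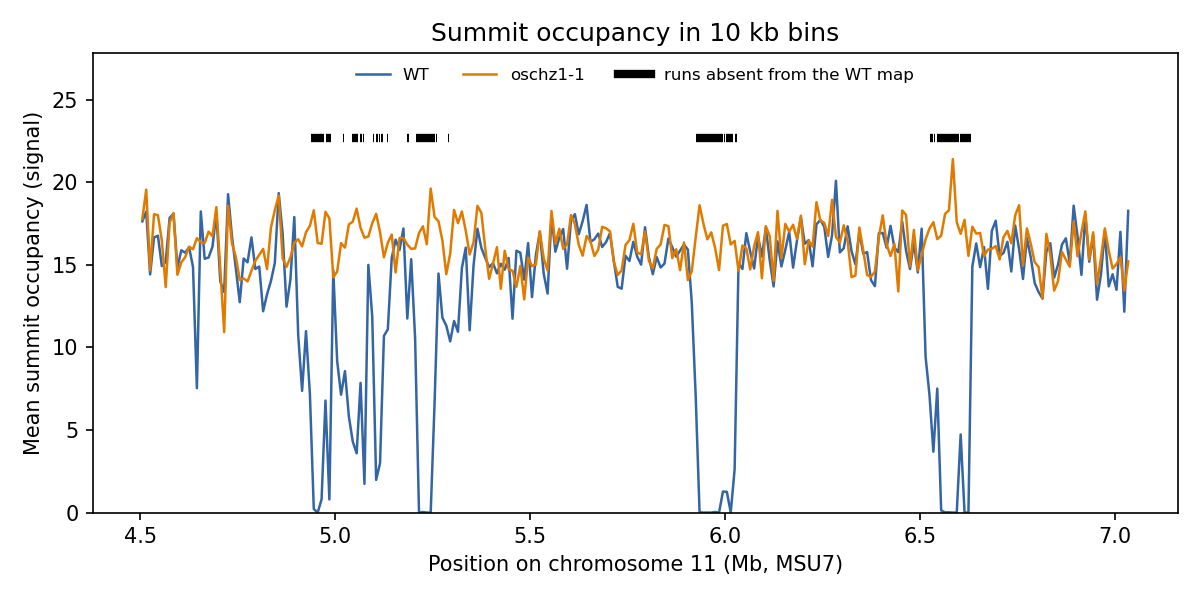
Mean summit occupancy (signal as scaled by the authors) in bins of 10000 bp along part of chromosome 11 of MSU7 in WT (blue) and oschz1-1 (orange); black bars mark the runs absent from the WT map. The WT line falls to near 0 in bins that the runs fill while the oschz1-1 line does not.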

The nucleosome shift was detected majorly within intergenic regions (Supplementary Table 4). In contrast, the nucleosome-density reduction occurred primarily within the gene-body region while increased nucleosome density was observed at the promoter and intergenic regions (Fig. 6d, Supplementary Table 4). These alterations of nucleosome distribution are unlikely to be associated with histone levels because histone genes are expressed at similar levels in *oschz1-1* as in WT (Supplementary Fig. 10e).

Next, we investigated the nucleosome occupancy at the misregulated genes in *oschz1-1* (Fig. 6e). The nucleosome occupancy within the genic regions of upregulated genes was found decreased significantly (Fig. 6f), whereas that of downregulated genes barely changed (Fig. 6g). Similar conclusions were obtained when nucleosome occupancy just adjacent to TSS was analyzed (Supplementary Fig. 11). We further confirmed the correlation of nucleosome-occupancy decrease with upregulated genes by quantitative PCR analysis on several random-selected genes (Supplementary Fig. 12). This association between the decrease of nucleosome occupancy and the upregulation of gene expression is in agreement with the general inhibitory role of nucleosome on transcription, as reported in the previous studies in Arabidopsis, rice, and maize^43–45^. In contrast, for downregulated genes, a statistically significant correlation with nucleosome-occupancy changes could not be established, albeit some slight increase of nucleosome occupancy distantly upstream of TSS (Fig. 6g, Supplementary Fig. 11). Examination of the downregulated flowering genes *Ehd1*, *Hd3a*, and *RFT1* also did not show a significant change of nucleosome occupancy in *oschz1-1* (Supplementary Fig. 13).

### OsChz1 affects H2A.Z levels within the rice genome

While the alteration of nucleosome distribution observed in *oschz1-1* is consistent with the histone–chaperone function of OsChz1, they cannot specify whether or not OsChz1 plays a role in the regulation of chromatin content of histone variant H2A.Z within the rice genome. Therefore, we analyzed genome-wide H2A.Z enrichment in WT and *oschz1-1* by ChIP-seq experiments. As compared to WT, in *oschz1-1* we detected a total of 5310 decreased H2A.Z peaks (corresponding to 5270 genes), with a consecutive decrease of H2A.Z over the entire gene-body region (Fig. 7a). Examination of all the misregulated genes revealed that both upregulated and downregulated genes exhibit lower levels of H2A.Z in *oschz1-1* as compared to WT (Supplementary Fig. 14). To characterize in more details about the H2A.Z decrease, we categorized genes into nine classes based on H2A.Z levels (low, medium, or high) at TSS and at gene body in all of their different combinations, as described in Coleman-Derr and Zilberman^20^. A decrease of H2A.Z in *oschz1-1* compared to WT was found ubiquitous for all of these nine classes of genes (Fig. 7b), indicating that OsChz1 promotes H2A.Z deposition without any specific class-preference of genes marked by different H2A.Z-enrichment patterns.

**Fig. 7:**
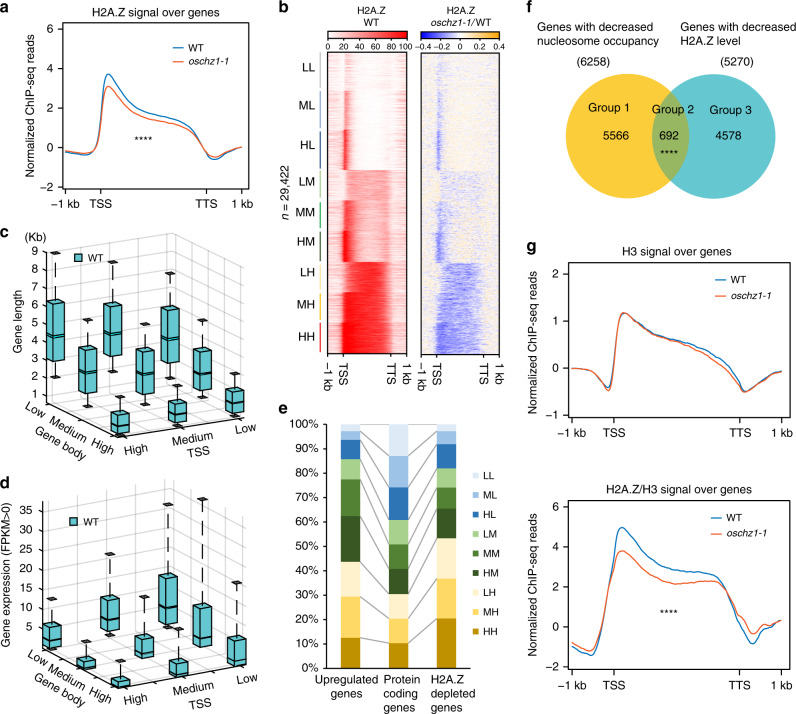
Impact of the OsChz1 loss on H2A.Z enrichment at the genome-wide level. **a** Genome-wide H2A.Z occupancy profiles in wild-type (WT) and *oschz1-1*. The plots were generated from 1 kb upstream of the TSS to 1 kb downstream of the TTS of genes analyzed by ChIP-seq. Signal for H2A.Z is a merge from two biological replicates. Statistic significances were determined by single-end Welch two-sample *t*-test: ****p = 1.01 × 10^−5^. **b** Heatmap showing H2A.Z levels upstream TSS, along gene body and downstream TTS of genes in WT and *oschz1-1*. Genes were divided into nine classes according to the levels of H2A.Z in WT at TSS (low, medium, and high) and gene body (low, medium, and high). Shown are corresponding H2A.Z ratio plots for WT and WT over *oschz1-1*. **c**, **d** Boxplots showing correlation between gene length and H2A.Z levels (**c**), gene expression in FPKM, and H2A.Z levels (**d**) at TSS and within gene body in WT (*n* = 29,422 H2A.Z-enrichment genes). Center line indicates the median, upper and lower bounds represent the 75th and the 25th percentile, respectively, whiskers indicate the minimum and the maximum. **e** Intersection comparisons of H2A.Z-depleted genes (right) and upregulated genes (left) in *oschz1-1* with the nine classes of genes characterized by their distribution of H2A.Z in WT (middle). Labels H, M, and L indicate for high, medium, and low levels of H2A.Z at TSS (first letter) and gene body (second letter), respectively. **f** Venn diagram for the overlap of genes with reduced nucleosome occupancy and genes with decreased H2A.Z in *oschz1-1*. Significance level of the intersection was examined by single-end Fisher’s exact test: ****p = 2.01 × 10^−6^. **g** Genome-wide H3 occupancy profiles in wild-type (WT) and *oschz1-1* (top graph) and that of H2A.Z normalized with H3 (bottom graph). The profiles were generated from 1 kb upstream of TSS to 1 kb downstream of TTS along genes. Statistic significances were determined by single-end Welch two-sample *t*-test: ****p = 4.09 × 10^−15^. Source data underlying **b**, **c**, **d**, and **f** are provided as a Source Data file.

Next, we analyzed gene length in relation with H2A.Z enrichment. It was found that shorter genes (<2 kb) contain significantly higher levels of H2A.Z than longer genes (>3 kb) within the gene body (Fig. 7c). We further compared gene expression in relation to H2A.Z enrichment. In WT, gene expression levels were found negatively correlated with H2A.Z levels at either TSS or gene body or both (Fig. 7d). This observation is consistent with previous studies^20,46,47^, together supporting a static repressive effect of H2A.Z on gene transcription. We intersected these classes with genes that lost H2A.Z in *oschz1-1* and misregulated, and then plotted their distribution. This revealed that loss of H2A.Z in *oschz1-1* tends to occur over genes containing high level of H2A.Z, whereas the upregulated genes tend to belong to gene classes containing medium and high H2A.Z levels over gene bodies (Fig. 7e).

A significant loss of H2A.Z was observed in a subset of genes exhibiting reduced nucleosome occupancy in *oschz1-1* (Group 2, Fig. 7f). Meanwhile, a higher number of genes showed separately either a loss of H2A.Z (Group 3, Fig. 7f) or a reduced nucleosome occupancy (Group 1, Fig. 7f). To further investigate H2A.Z enrichment independently from nucleosome occupation changes, we analyzed H2A.Z levels after normalization with the nucleosome core histone H3. It was found that the H3 levels were largely similar and the normalized H2A.Z levels remained significantly reduced across the gene body in *oschz1-1* as compared to WT (Fig. 7g), supporting that OsChz1 plays indeed a specific role in chaperoning H2A.Z in vivo.

### OsChz1 binds chromatin regions containing repressive histone marks

To investigate the localization of OsChz1 in chromatin, we performed ChIP-seq analysis by using the *pOsChz1:OsChz1-4×MYC* transgenic line (COM1) to detect OsChz1-MYC and using *oschz1-1* to eliminate background signal (Fig. 8a). Data analysis with MACS2^48^ allowed us to define 4865 OsChz1-occupied peaks, corresponding to 3099 genes. The OsChz1-occupied peaks showed a preference for promotor and first exon compared to a control set of peaks randomly selected from the genome (Fig. 8b). Consistently, OsChz1 peaks contained higher levels of histone H2A.Z when compared to a random set of control genes or all protein-coding genes (Fig. 8c). A significant overlap was observed for the OsChz1 binding with genes showing loss of H2A.Z (alone or together with reduced nucleosome occupancy) but not with those genes exhibiting reduced nucleosome occupancy alone (Fig. 8d). It is likely that some nucleosome-occupancy changes may not require a steady binding of OsChz1 on chromatin. We further investigated the preferences of OsChz1-occupied genes for histone modifications using recently published data from similar stage of rice plant development^49,50^. Obviously, OsChz1-occupied genes containing higher levels of H3K27me3 over the whole gene region when compared to a random control set of genes or genes averages, especially in gene body (Fig. 8e). Similarly, OsChz1-occupied genes tend to show higher enrichment of H3K4me2 (Fig. 8e), a histone mark recently defined as associated with transcription repression in higher plants^49^. By contrast, the lower levels of activating histone modifications H3K36me3 and H3K4me3 were detected in those genes when compared to a random control set of genes (Fig. 8e). Altogether, these results indicate that OsChz1 preferentially localizes to the regions that contained high levels of repressive histone marks.

**Fig. 8:**
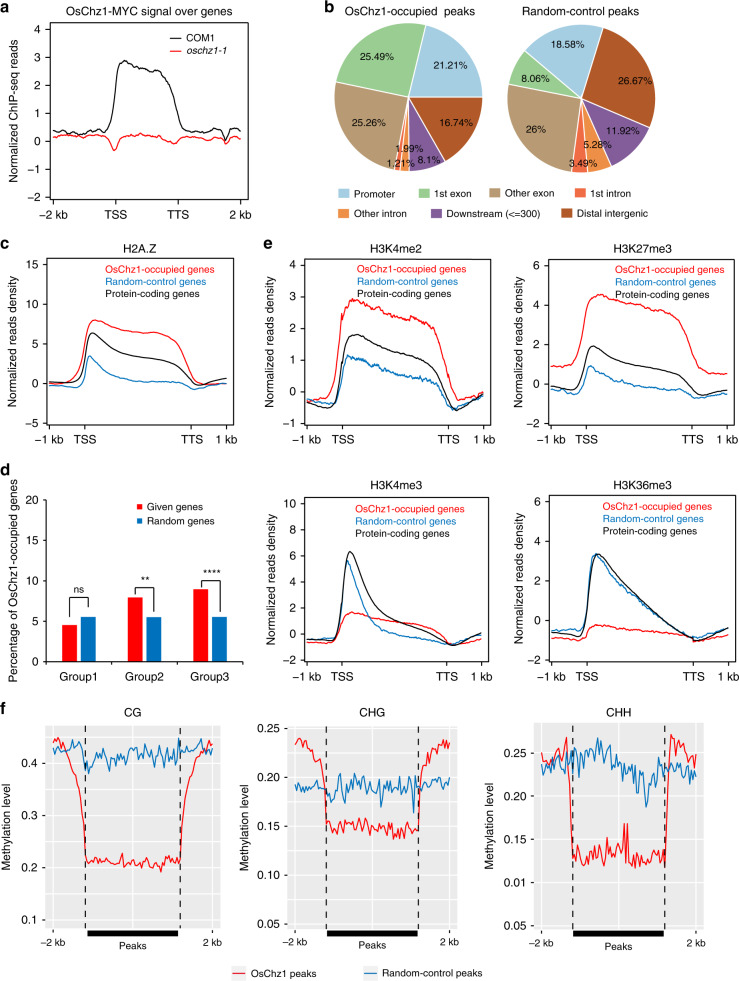
Chromatin-binding characterization of OsChz1. **a** Distribution of normalized signal for OsChz1-MYC ChIP-seq in COM1 and *oschz1-1*. **b** Genomic distribution of OsChz1-enriched peaks compared to a control set of peaks randomly selected from the genome based on number and length. Different genic regions are displayed in different colors as indicated. **c** Average density plots showing the distribution of normalized levels for H2A.Z ChIP-seq in OsChz1-occupied genes (*n* = 3099) compared to protein-coding genes and a random control set of genes. The plots were generated from 1 kb upstream TSS to 1 kb downstream TTS. **d** Enrichment analysis of the OsChz1 binding at genes belonging to the three different groups classified in Fig. 7f (Group 1, *n* = 5566; Group 2, *n* = 692; Group 3, *n* = 4578). Statistic significances were determined by single-end Fisher’s exact test: **p = 0.0049; ****p = 5.86 × 10^−23^, ns (not significant), *p* = 0.9998. **e** Average density plots showing the distribution of normalized levels for H2A.Z, H3K27me3, H3K36me3, H3K4me1, H3K4me2, and H3K4me3 ChIP-seq in OsChz1-occupied genes (*n* = 3099) compared to protein-coding genes and a random control set of genes. The plots were generated from 1 kb upstream TSS to 1 kb downstream TTS. **f** Average distribution of DNA-methylation levels in CG, CHG, and CHH contexts in WT over OsChz1-occupied peaks (red, *n* = 4865 peaks) compared to a control set of peaks (blue) randomly selected from the genome based on number and length. Source data underlying **a** are provided as a Source Data file.

Last, since some previous studies documented anti-correlation between H2A.Z and DNA methylation^16,20,51,52^, we performed bisulfite sequencing (BS-seq) and generate single-nucleotide resolution maps of cytosine methylation. It was found that the DNA-methylation levels in all of the three nucleotide sequence contexts (CG, CHG, and CHH; with H being A, C, or T) are lower at OsChz1-binding peaks as compared to the control set of peaks over the genome (Fig. 8f), suggesting that OsChz1 binds with a preference for low DNA-methylation regions. The CG, CHG, and CHH methylation in WT was found at 43.8%, 20.3%, and 2.4%, respectively; and that in *oschz1-1* was found at 42.6%, 20.1%, and 2.5%, respectively. These comparable levels between WT and *oschz1* indicate that the loss of *OsChz1* barely affects the methylation landscape of the rice genome (Supplementary Fig. 15a). To further investigate the relationship between histone H2A.Z and DNA methylation, we plotted the levels of DNA methylation over the 5,270 genes with reduced H2A.Z deposition in *oschz1-1*. At these regions, the level of methylation in all cytosine contexts was unaffected in *oschz1-1* (Supplementary Fig. 15b). This revealed that the methylation state of these genes did not change with the decrease of H2A.Z in *oschz1-1*.

## Discussion

In this study, we identified OsChz1 as a histone–chaperone for both the canonical H2A and the variant H2A.Z. The OsChz1 protein binds in vitro both the H2A-H2B and H2A.Z-H2B dimers, with a similar or higher affinity for the canonical H2A than for the variant H2A.Z. This differs from yChz1, which was shown to bind preferentially the H2A.Z-H2B dimer over the H2A-H2B dimer^28^. Two structural domains were reported as responsible for the binding preference of yChz1 to H2A.Z over H2A: a middle region, embracing the CHZ-motif, binds the highly conserved H2A.Z-specific residues Gly98 and Ala57 and dictates a modest preference for H2A.Z-H2B; and the C-terminal region harboring the DEF/Y motif engages an arginine finger and a hydrophobic pocket in H2A.Z-H2B and enhances majorly the binding preference for H2A.Z-H2B^33^. Both the sequence involved in H2A.Z Gly98-binding and the DEF/Y motif of yChz1 are poorly conserved in CHZ-domain proteins from higher eukaryotes (Supplementary Fig. 5).

Our crystal structure analysis of the OsChz1-H2A-H2B complex showed that OsChz1 binds H2A-H2B via an acidic binding surface. Mutagenesis unraveled that the OsChz1 residues Glu432 + Glu433, Glu436 + Glu 438 + Asn439 + Asp440, or Asn444 + Val445 + Glu446 all are functionally involved in the OsChz1 binding with H2A-H2B as well as with H2A.Z-H2B. In vitro nucleosome assembly assay also indicated that OsChz1 could enhance the assembly of both H2A-H2B and H2A.Z-H2B with a (H3-H4)_2_-DNA tetrasome. The H2A residues Tyr59, and Leu67 involved in binding with OsChz1 in the OsChz1-H2A-H2B complex are conserved in H2A.Z, likely providing an explanation for OsChz1 in chaperoning both H2A-H2B and H2A.Z-H2B. These residues are also conserved in the variant H2A.W and H2A.X (Supplementary Fig. 1b), which marks constitutive heterochromatin and can be phosphorylated upon DNA damage, respectively^53^. Whether or not can OsChz1 bind to H2A.W and H2A.X remains unknown. Moreover, the N-terminus-shortened OsChz1-C showed higher binding-affinity to H2A-H2B over H2A.Z-H2B, but both the molecular basis and the functional significance of this preference remains unclear. Last, the OsChz1-M fragment also displayed binding activity to H2A-H2B and H2A.Z-H2B, raising the question of whether one OsChz1 molecule binds two molecules of H2A-H2B/H2A.Z-H2B. Future investigation about these different issues will extend our knowledge on the function and molecular mechanisms of OsChz1 in histone chaperoning.

At nucleosome level, the OsChz1-H2A-H2B complex structure predicts that the binding is located at the disk face of the nucleosome where the C-terminus of OsChz1 prolongs into the acidic pocket of nucleosome and the N-terminus counteracts with the C-terminus α2 helix of histone H4. This differs from the NAP1 histone–chaperone that shields the DNA-binding surface of H2A-H2B. Analyses of the yNAP1-H2A-H2B complex structure showed that a yNAP1 homodimer forms an acidic binding surface and engages two copies of H2A-H2B^54^ or a single H2A-H2B heterodimer^55^. The yNAP1-H2A-H2B inhibitory conformation was proposed to serve in avoiding inappropriate binding of H2A-H2B with DNA and/or in facilitating H2A-H2B transport and storage in the cell. OsChz1 is localized exclusively to the nucleus, which is in agreement with the idea that Chz1 acts primarily in the nucleus in nucleosome assembly and/or in the replacement of H2A-H2B by H2A.Z-H2B from the nucleosome^32^. The fact that deprivation of Chz1 caused some specific mutant phenotypes in both yeast^28^ and rice (this study) further underlined some distinct biological functions of Chz1 versus NAP1. Distinct from the sole OsChz1, NAP1 is represented by a family of 5–6 members in rice or Arabidopsis^25^. Interestingly, a recent study showed that the Arabidopsis NRP1 and NRP2 negatively regulate H2A.Z abundance in chromatin and their loss causes over-accumulation of H2A.Z genome-wide, especially at heterochromatin regions normally depleted for H2A.Z in wild-type plants^34^. In parallel to specific functions, it is worth to note that redundant functions also exist between Chz1 and NAP1. Analyses of the yeast mutants revealed that yChz1 and yNAP1 can reciprocally substitute for the binding to H2A.Z-H2B and simultaneously loss of both yChz1 and yNAP1 aggravates defects in H2A.Z deposition onto nucleosomes^28,31^.

In rice, loss of OsChz1 caused genome-wide modifications of nucleosome occupancy, including nucleosome-position shifts and local nucleosome-density alterations. It was found that genes with decreased nucleosome occupancy are upregulated and vice versa genes with increased nucleosome occupancy are downregulated in expression in the *oschz1* mutant. This result is consistent with the previous knowledge that nucleosome compaction is inhibitory to DNA access by transcription factors. In spite of a diminished binding preference of OsChz1-C for H2A.Z-H2B in vitro, decreased levels of H2A.Z were majorly detected within gene-body chromatin in *oschz1-1*. Thus, similar to yChz1, OsChz1 also plays a role in H2A.Z deposition into chromatin. H2A.Z incorporation into chromatin is catalyzed by SWR1-c, and coordinatively yChz1 acts in delivering H2A.Z to SWR1-c^27,28^. Components of SWR1-c are conserved in eukaryotes and studies of some SWR1-c components in Arabidopsis mutants have also demonstrated their roles in H2A.Z incorporation into chromatin^56^. Future studies will be necessary to investigate precise roles of Chz1 and SWR1-c during H2A.Z deposition in plants as well as in other higher eukaryotes.

A genome-wide anti-correlation between DNA methylation and H2A.Z was reported previously in Arabidopsis^16^ and rice^23^ as well as animals^52,57^. In Arabidopsis, against this general anti-correlation rule, some specific chromatin regions are characterized by co-existence of DNA methylation and H2A.Z. Nonetheless, in some of these specific regions, H2A.Z interacts with the DNA-demethylase ROS1 to prevent hypermethylation of DNA^51^. In contrast to the prediction by the anti-correlation rule, the decreased level of H2A.Z was observed without any detectable increase of DNA methylation in the rice *oschz1* mutant (this study). Also, loss of H2A.Z in Arabidopsis has only a minor effect on DNA methylation^20^, and the *nrp1-1nrp2-2* mutant displays H2A.Z accumulation but largely unaltered DNA methylation or even slight increases of CG/CHG methylation at some TEs^34^. Together, these studies support the proposition that the global anti-correlation between DNA methylation and H2A.Z is primarily caused by the exclusion of H2A.Z from methylated DNA^20^. In our study, we detected OsChz1 binding with a preference to chromatin regions enriched by the repressive histone marks H3K27me3 and H3K4me2. H2A.Z and H3K27me3 are functionally linked and both are involved in transcription repression^58^. While H3K4me3 marks active transcription, H3K4me2 is also associated with transcription repression in rice and in Arabidopsis^49^. Consistent with the association of OsChz1 with these repressive histone marks, loss of OsChz1 caused massive upregulation of genes in the *oschz1* mutant.

Many of the misregulated genes in *oschz1* are predicted as functionally involved in response to diverse stimuli. This is in line with H2A.Z as a major player in plant response to phytohormones and environmental cues^22,59^. Plant flowering time is tightly controlled by complex gene networks that integrate endogenous and environmental cues^39,60^. Loss of OsChz1 caused downregulation of the rice florigens *Hd3a* and *RFT1* as well as their upstream activator *Ehd1*. Nucleosome density and distribution were found not significantly changed at chromatin of these flowering genes. Slight increase of H2A.Z was noticed at 5′-end of *Ehd1* and 3′-end of *RFT1* (Supplementary Fig. 13), which is in line with the repressive role of H2A.Z on transcription but is in contrast to the global function of OsChz1 in H2A.Z deposition. So far, it is unclear whether OsChz1 has regulated the expression of these flowering genes directly or indirectly. Transcription of *Hd3a*/*RFT1*/*Ehd1* is regulated, positively or negatively, by several histone modifications^39,61,62^. As a histone–chaperone, OsChz1 may affects these modifications. While its precise function remains to be determined, the human and vertebrate CHZ-domain protein HIRIP3 had been identified as an interacting-protein of the H3.3-chaperone HIRA and had been shown to also bind H3 and H2B in vitro^63^. In the same line of assumptions, sequences in addition to CHZ-domain (e.g., OsChz1-M) may also contribute to OsChz1 binding with histones and/or with other regulatory proteins. Last, in addition to flowering time, several other agronomic traits (e.g., plant architecture, reproductivity, and grain size) are affected by loss of OsChz1. Molecular mechanisms underlying these effects are still obscure. Future studies will be necessary to address these different issues, which will undoubtedly shed further light on molecular mechanisms of CHZ-domain proteins in multilayer regulations of chromatin remodeling, genome function, gene transcription, and organism growth and development.

## Methods

### Phylogenetic analysis

The full-length amino acid sequences of CHZ-domain proteins were used for the phylogenetic tree analysis. Homology sequence searches were carried out in the database of UniProt (https://www.uniprot.org/). The phylogenetic analysis was conducted by using MEGA version 7.0.26 with bootstrapping set at 1000 replicates and illustrated by using FigTree version 1.4.3. The conserved protein domains were identified by conducting searches in NCBI (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi).

### RT-PCR

Total RNA was extracted from different tissues of rice (*Oryza sativa* ssp. *japonica* cv Nipponbare) using an RNAprep pure Plant Kit (Tiangen Biotech, Beijing, China) and RNA was reverse-transcribed using PrimeScript^TM^ RT reagent Kit (TaKaRa, RR047A). qRT-PCR reactions were carried out on CFX_Connect^TM^ (BIO-RAD) with TB Green^TM^ Premix Ex Taq^TM^ II (TaKaRa, RR820A). Gene-specific primers are listed in Supplementary Table 5. Each group data comprised three biological replicates and *Ubiquitin5* was used as a reference gene to normalize the gene expression data.

### GUS reporter analysis

For tissue-specific expression analysis, a 2234 bp fragment upstream from the TSS of *OsChz1* was cloned into the pCAMBIA1391Z vector to generate *pOsChz1:GUS* transgenic plants. β-Glucuronidase activity was analyzed using *pOsChz1:GUS* transgenic rice plant tissues by histochemical staining assay. Briefly, plant samples were fixed by incubation in 90% acetone on ice for 30 min, then rinsed in the washing buffer (30.75 mM K_2_HPO_4_, 19.25 mM KH_2_PO_4_, 0.1% Triton X-100, 0.5 mM K_3_Fe[CN]_6_, 0.5 mM K_4_Fe[CN]_6_, and 5 mM EDTA), and placed in the staining buffer (30.75 mM K_2_HPO_4_, 19.25 mM KH_2_PO_4_, 0.1% Triton X-100, 0.5 mM K_3_Fe[CN]_6_, 0.5 mM K_4_Fe[CN]_6_, 0.5 mg/ml X-Gluc, and 5 mM EDTA). After vacuum infiltration for 15 min, the staining reaction was kept by incubation at 37 °C overnight. Chlorophylls were removed by incubation in a solution of 70% ethanol.

### Pull-down assay

Full-length and truncated versions of *OsChz1* were PCR-amplified and cloned into the pGEX-6P-1 (GE Healthcare, Milwaukee, WI, USA). The PCR primers are listed in Supplementary Table 5. Recombinant GST-fusion proteins were produced in *Escherichia coli* BL21 (DE3) and purified^64^. The Arabidopsis histone H2A (HTA1; AT5G54640) and H2B (HTB1; AT1G07790) dimer was obtained from a previous study^35^, and the co-expressed H2A.Z (HTA9; AT1G52740)-H2B (HTB1) dimer was produced similarly. Briefly, bacteria cells expressing the histone dimers were disrupted by high-pressure cell disruptor in the lysis buffer containing 20 mM Tris-HCl pH 8.0 and 250 mM NaCl. After centrifugation at 34,000 × *g* for 60 min, the supernatant was loaded onto the SP column (GE Healthcare), and eluted by running a linear gradient of 10 column volumes of the elution buffer containing 20 mM Tris-HCl pH 8.0 and 1 M NaCl. Fractions were collected and diluted to 20 mM Tris-HCl pH 8.0 and 500 mM NaCl by adding 20 mM Tris-HCl pH 8.0. The sample was then loaded onto the Heparin column (GE Healthcare), and eluted by running a linear gradient of 20 column volumes of the elution buffer containing 20 mM Tris-HCl pH 8.0 and 2 M NaCl. Fractions were collected, concentrated, and then loaded into the pre-equilibrated column (Superose^TM^ Increase 200 10/300, GE Healthcare) with the buffer containing 20 mM Tris-HCl pH 8.0 and 1 M NaCl. For the GST pull-down assay, beads (GE Healthcare) coated with GST or GST-fusion proteins were incubated at 4 °C for 2 h with the histone H2A-H2B or H2A.Z-H2B dimers in the binding buffer containing 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 2 mM KH_2_PO_4_, pH 7.4, 0.2% Nonidet P-40, and 1 mM DTT. After washing three times with a buffer containing 20 mM Tris-HCl pH 8.0, 200 mM NaCl, 0.2% Nonidet P-40, and 1 mM DTT, the samples were analyzed on SDS-PAGE followed by Coomassie Brilliant Blue staining.

### Protein expression in protoplasts and Co-IP assay

Protoplast isolation and transformation were performed using 10-day-old rice leaf sheaths and stems grown at ∼28 °C in the dark, based on established procedure^65^. The full-length cDNA of rice *H2A* (*HTA702*), *H2A.Z* (*HTA713*), and *OsChz1* were amplified and cloned into the pRTVcHA, pRTVcMYC, and pRTVnGFP vectors^66^, respectively. The leaf sheaths and stems were cut into 0.5-mm strips and incubated in enzyme solution (1.5% cellulose RS, 0.3% macerozyme, 0.4 M mannitol, 2 mM MES, 1 mM CaCl_2_, 0.1% BSA, pH 5.7) for 4 h in the dark. After removing the enzyme solution, the tissues were suspended in W5 buffer (154 mM NaCl, 125 mM CaC1_2_, 5 mM KCl, 2 mM MES, pH 5.7) for 1 h to release the protoplasts. After flow through filter, the protoplasts were collected and resuspended in the suspension medium (0.4 M mannitol, 20 mM CaCl_2_, 5 mM MES, pH 5.7). For transformation, 10 μg plasmid DNA was added to 100 μl protoplast suspension and then mixed with 40% PEG buffer (40% (W/V) PEG4000, 0.4 M mannitol, 100 mM CaCl_2_, pH 5.7) for 20 min. After adding W5 buffer to dilute the mixture and removing the supernatant, the protoplasts were incubated 12−16 h in W5 buffer for protein expression. Expression of GFP-OsChz1 in the protoplasts was detected by fluorescence and imaged under a confocal microscope.

For Co-IP, GFP-OsChz1 was co-expressed together with HTA702-HA or HTA713-MYC in rice protoplasts. The protoplasts were harvested in lysis buffer (50  mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.5% Triton X-100, 1 mM EDTA, 2 mM DTT, protease inhibitor cocktail) and sonicated at 4 °C for five times, 20 s each. Total protoplast extract was immunoprecipitated by anti-GFP antibody (M20004, Abmart, 1:100 dilution) in combination with pre-cleared magnetic protein A beads (10002D, Invitrogen) at 4 °C for 2 h. The immunoprecipitates were washed two or three times with the buffer containing 2 mM KH_2_PO_4_, 10 mM Na_2_HPO_4_, 140 mM NaCl, 2.7 mM KCl, 0.05% (v/v) Tween 20, and analyzed by western immunoblot using anti-HA (ab9110, Abcam, 1:2000 dilution), anti-MYC (M20002L, Abmart, 1:5000 dilution), or anti-GFP antibodies (M20004L, Abmart, 1:5000 dilution). Signals were detected using Chemiluminescence Imaging System (ChemiScope 3600 Mini, ClINX).

### ITC and protein crystal structure determination

DNA fragments encoding 6×His-SUMO-tagged wild-type or mutated OsChz1-C were cloned into the pET28a vector (Novagen). Primers used in cloning are listed in Supplementary Table 5. Recombinant protein expression and purification were performed following the method in Zhu et al.^35^. Briefly, protein expression was induced by 0.2 mM β-D-1-thiogalacto-pyranoside (IPTG), and the induced cultures were grown at 16 °C for 18 h. The final cells were harvested by centrifugation (4000 × *g*) at 16 °C for 15 min and lysed by high-pressure disruptor. Then, the homogenate was clarified by centrifugation (34,000 × *g*) at 4 °C for 1 h. The supernatant was loaded onto Ni-NTA column. The eluted sample was dialyzed and treated with Ulp1 protease to remove the 6×His-SUMO-tagged. Finally, the proteins were purified by size-exclusion chromatography (Superdex 75 16/600, GE Healthcare), concentrated, and stored in the buffer containing 150 mM NaCl, and 20 mM Tris-HCl, pH 8.0.

ITC experiments were performed on a MicroCal iTC200 (GE Healthcare) microcalorimeter by injecting OsChz1-C or its mutants into histone H2A-H2B and H2A.Z-H2B solutions. Titrations were carried out using an initial injection volume of 0.5 μl (omitted from the analysis) followed by 19 injections (each 2 μl) spaced 120 s apart. Data were analyzed using Origin software v7.0, and the heat of dilution was subtracted from the raw values. Dissociation constant (Kd) and stoichiometry (N) values were calculated by fitting the isotherm.

Crystals were obtained by incubation at 18 °C of sitting drops of 0.2 μl protein mixture containing 20 mg/ml H2A(14–106)-H2B(51–148) mixed with OsChz1(338–471) at equal molar ratio in a solution containing 0.2 M Sodium citrate, 0.1 M Tris-HCl pH 8.5, and 30% (w/v) PEG4000. The crystals were transferred to the well solution with 25% (v/v) glycerol before flash freezing in liquid nitrogen. Data collection was performed at Shanghai Synchrotron Radiation Facility beamlines 17U and images were processed with HKL2000 packing (http://www.hkl-xray.com/). The structure was solved by the molecular replacement method using the Phaser MR program in CCP4 v7.0.076^67^. Model improvement was used Coot v0.8.71^68^ and refined using the Refmac program in CCP4. All structural pictures were generated using PyMOL v2.0 (https://pymol.org).

### Nucleosome reconstitution and histone deposition assay

The 187 bp DNA template containing a single Widom 601 sequence was prepared by PCR from plasmid using an unlabeled primer (Supplementary Table 5). The histone octamers, H3-H4 tetramers, H2A-H2B, and H2A.Z-H2B dimers were reconstituted based on established procedure^69^. Briefly, DNA fragments encoding H3 and H4 were cloned into the pETDuet-1 vector (Novagen) for co-expression. The co-expressed H3-H4 tetramer was purified successively by S column (GE Healthcare), Butyl column (GE Healthcare), and size-exclusion chromatography (Superdex 200 16/600, GE Healthcare). For octamer formation, one molar of the H3-H4 tetramer together with two molars of the H2A-H2B dimer was incubated in the refolding buffer containing 2 M NaCl, 10 mM Tris-HCl at pH 7.5, 1 mM EDTA, and 5 mM 2-mercaptoethanol. The resulting octamer was purified through Superdex 200 10/60 (GE Healthcare). The reconstitution reaction mixture with the histone octamers/tetramers and the Widom 601-based DNA template was dialyzed for 16 h at 4 °C in the TEN buffer containing 10  mM Tris-HCl, pH 8.0, 1 mM EDTA, 2 M NaCl. The mixture was then diluted by slow pumping in TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA) to gradually descending the concentration of NaCl from 2 to 0.6 M. Samples were collected after the final dialysis for 4 h in the HEN buffer containing 10 mM HEPES, pH 8.0, 1 mM EDTA, 150 mM NaCl.

For deposition assay, increasing amounts of H2A-H2B or H2A.Z-H2B dimers mixed with stoichiometric amount of OsChz1, were incubated with H3-H4 tetrasomes in 10 mM HEPES, pH 8.0, 1 mM EDTA, 150 mM NaCl, 1 mM DTT for 30 min on ice. The reaction products were analyzed on 7.5% native polyacrylamide gel in the 1×TG buffer containing 0.025 M Tris-HCl and 0.192 M glycine, run at 4 °C for 3–4 h at 100 V.

### Generation of *oschz1* mutants and phenotype analysis

Mutant plants were generated by using CRISPR/Cas9 system via the custom service of BIOGLE GeneTech (Zhejiang, China). The *OsChz1*-specific oligonucleotide (CCTCGAAGGTGTAAGGAGAGCAC) was designed using CRISPR-P (http://crispr.hzau.edu.cn/CRISPR2/). Rice plant transformation was performed using the *Agrobacterium tumefaciens* strain EHA105 through callus inoculation and plant regeneration. The transgene-free mutant plants were obtained from T3 generation plants. For genotyping and identification of potential off-target sites in *oschz1* mutant lines and of transgene-free mutants, genomic DNA was extracted from young leaves. Genomic regions neighboring the target sites were amplified by PCR and DNA sequencing with specific primers listed in Supplementary Table 5.

For mutant rescue test, the MYC-tagged full-length *OsChz1* sequences were cloned into the pCAMBIA1300 plant expression vector, and the resulting construct *pOsChz1:OsChz1-4×MYC* was introduced into *Agrobacterium tumefaciens* EHA105. The *Agrobacterium* strain was used to transform WT and *oschz1-1* through callus inoculation, plant regeneration, and selection^70^. Next-generation plants were obtained through self-pollination of parents, and plant genotypes were verified through genomic PCR analysis.

Rice plants were grown in the paddies under natural conditions at two locations characterized by different latitudes: Shanghai under LD conditions and Sanya under SD conditions. Plant flowering time was measured by heading date when the first panicle grows out of the flag leaf, and the panicle trails were measured during maturation stage. Each measurement of agronomic characteristics was performed based on an average of over 20 individual plants per sample.

### Genome-wide profiling analyses

Thirty-day-old rice seedlings grown in artificial growth chambers under an LD photoperiod (14 h light at 30 °C and 10 h dark at 28 °C) were used for RNA-seq, ChIP-seq, MNase-seq, and BS-seq analyses. For RNA-seq, total RNA was extracted from over 5 seedlings using an RNAprep pure Plant Kit (Tiangen Biotech, Beijing, China). The strand-specific RNA-seq libraries were constructed by following the KAPA stranded mRNA-seq Kit instructions (Illumina® Platforms, KR0960-v5.17; www.kapabiosystems.com). Briefly, mRNA was prepared based on 10 µg of total RNA by using RNA clean XP beads (BECKMAN COULTER, USA). The poly(A)-enriched RNA was then fragmented to the desired size by heating. Single-stranded cDNA was synthesized with random primers and double-strand cDNA synthesis converted cDNA:RNA hybrid to dscDNA. 3′ Adenine and sequencing adaptors were added, and then the adapter-ligated library DNA was amplified by PCR to enrich the segments to obtain the cDNA library. There were three replicates for each genotype. The library was sequenced on an Illumina HiSeq3000 instrument via the custom service of GENERGY BIO (Shanghai, China).

For MNase-seq, rice seedlings were cross-linked in the fixation buffer, containing 0.4 M sucrose, 10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1 mM PMSF, 1% formaldehyde, under vacuum for 15 min. Cross-linking was stopped by incubation in 0.125 M glycine under vacuum treatment for 10 min. About 1 g powdered leaf material was resuspended in Nuclei Extraction Buffer (50 mM HEPES pH 7.5, 1 mM EDTA pH 8.0, 150 mM NaCl, 1% Triton X-100, 5 mM β-mercaptoethanol and protease inhibitor cocktail (Roche)) under shaking for 30 min at 4 °C. The suspension was then filtered through a Miracloth (Millipore), and nuclei were collected through centrifugation at 3000 × *g* for 20 min at 4 °C. The pellets were washed twice and resuspended in the MNase buffer (50 mm Tris-HCl pH 7.5, 25 mM MgCl_2_, 1 mM CaCl_2_). Chromatin was digested with 2 units of micrococcal nuclease (Sigma) for 10 min at 37 °C. The reaction was stopped with 10 mM EDTA. After centrifugation at 1500 × *g* for 5 min at 4 °C, the supernatant was collected. After treatment with 1 μl of RNase A (10 mg/ml) for 30 min at 37 °C and followed by de-proteinization (0.02 M EDTA, 0.1 M Tris-HCl pH 6.5, 1 μl Protease K (Sigma)) at 45 °C for 3 h, nucleosomal DNA fragments were recovered. Mononucleosome-sized DNA fragments were gel-purified and used to construct a MNase-seq library following the manufacturer’s instructions of VAHTSTM Universal DNA Library Prep Kit (Vazyme). Two replicates for each genotype were obtained and sequenced.

For ChIP-seq, about 5 g rice seedlings were harvested and fixed in the buffer containing 0.4 M sucrose, 10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% formaldehyde, and 1 mM PMSF. Nuclei were obtained upon lysis in the buffer containing 50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 5 mM β-mercaptoethano, 10% glycerol, and Protease Inhibitor cocktail. Chromatin was sonicated into DNA fragments below 500-bp in size using the lysis buffer with 1% SDS, and immunoprecipitation was performed using anti-MYC (M20002L, Abmart) at a 1:300 dilution, anti-H2A.Z^60^ at a 1:100 dilution or anti-H3 (ab1791, Abcam) at a 1:300 dilution. After gradual washes using the low-salt buffer (50 mM HEPES pH 7.5, 1 mM EDTA pH 8.0, 150 mM NaCl, and 0.1% Triton X-100), the high-salt buffer (50 mM HEPES pH 7.5, 1 mM EDTA pH 8.0, 500 mM NaCl, and 0.1% Triton X-100), the LiCl buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.5% NP-40, 0.25 M LiCl) and the TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0), the immunoprecipitation complex was eluted from the beads twice using elution buffer (1% SDS, 0.1 M NaHCO_3_). The samples were incubated overnight at 65 °C for reverse cross-linking, and followed by RNase A and proteinase K treatments. DNA fragments were then extracted for ChIP-seq library construction following the manufacturer’s instructions of VAHTSTM Universal DNA Library Prep Kit (Vazyme). Two replicates for each genotype were obtained and sequenced.

For BS-seq, total genomic DNA was prepared using the DNeasy plant maxi kit (QIAGEN). Sodium bisulfite treatment, library construction, and sequencing were performed via the custom service of GENERGY BIO (Shanghai, China). Two replicates for each genotype were obtained.

### Seq-data analyses

FastQC v0.11.7 was used to check read quality and size. Raw reads were trimmed to remove bases with low quality score and from adapters by following with filtering short reads by CUTADAPT v1.10^71^. Then, the cleaned reads were aligned to the reference genome of ‘Nipponbare’ (*japonica*) rice (MSU7; http://rice.plantbiology.msu.edu).

For RNA-seq, over 30 million of cleaned stranded paired-end reads were aligned to the rice reference genome by HISAT2 v2.1.0^72^. Samtools v1.9^73^ was used to obtain unique reads. FeatureCounts v1.6.2^74^ was used to assign aligned reads to genes. Differentially expressed genes (DEGs) were identified by the DEseq2 v1.22.2^42^ based on the combined thresholds set as fold change ≥1.5 and padj (the adjusted *p* value) ≤ 0.05. Genome ontology analysis of DEGs was conducted in CARMO online (http://bioinfo.sibs.ac.cn/carmo/Gene_Annotation.php)^75^ and significantly enriched biological functions were identified as a *p* value ≤ 0.05.

For MNase-seq and ChIP-seq, cleaned paired reads were mapped to the rice reference genome by using Bowtie2 v2.3.4.1^76^. Samtools v1.9 was used to remove reads with low mapping quality (*Q* < 20) and potential PCR duplicates. The normalized reads (RPKM) for profiles were calculated with deepTools v3.0.2^77^. Enrichments along the gene body and around TSS and TTS were examined using computeMatrix tool in deepTools. Average density profile was plotted in R and a heatmap was generated using the plotHeatmap tool in deepTools. Bed format files were generated using BED Tools v2.25.0^78^. DANPOS v2.1.3^79^ was used to position nucleosome occupancy and perform statistic test for significant changes. H2A.Z and OsChz1-MYC enrichment regions (peaks) were identified by comparing the ChIP library with input library (parameters: W = 200, G = 200, FDR = 0.05) using SICER.sh from SICER v1.1 software^80^. ChIPpeakAnno v3.16.1^81^ package in R was used to intersect peaks in two replicates to produce the final set of enriched peaks for each sample. DiffBind v2.1.0^82^ was used to compare two different samples to identify differentially enrichment peaks (FDR ≤ 0.05). The peaks were annotated to genes by using ChIPpeakAnno package in R software. Distribution of peaks was obtained by using ChIPseeker v1.18.0^83^. For BS-seq, Bismark v0.22.1^84^ was used to map trimmed paired-end reads to the rice reference genome and to extract methylation regions (DMRs). The methylation levels for profiles and distribution were conducted by using ViewBS v0.1.9^85^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. The datasets and plant materials generated and analyzed during the current study are available from the corresponding authors upon request. The RNA-seq, ChIP-seq, MNase-seq, and BS-seq data that support the findings of this study have been deposited to NCBI GEO with the accession number GSE155269. Structural factors and coordinates have been deposited in the Protein Data Bank (PDB) with accession code 6M2M for the OsChz1-H2A-H2B complex. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: OsChz1 acts as a histone chaperone in modulating chromatin organization and genome function in rice
**Source:** Nat Commun. 2020 Nov 11;11:5717. doi: 10.1038/s41467-020-19586-z
**Supplement:** Supplementary file 1 — Supplementary information

**OsChz1 acts as a histone chaperone in modulating chromatin  
organization and genome function in rice**

Du *et al.*

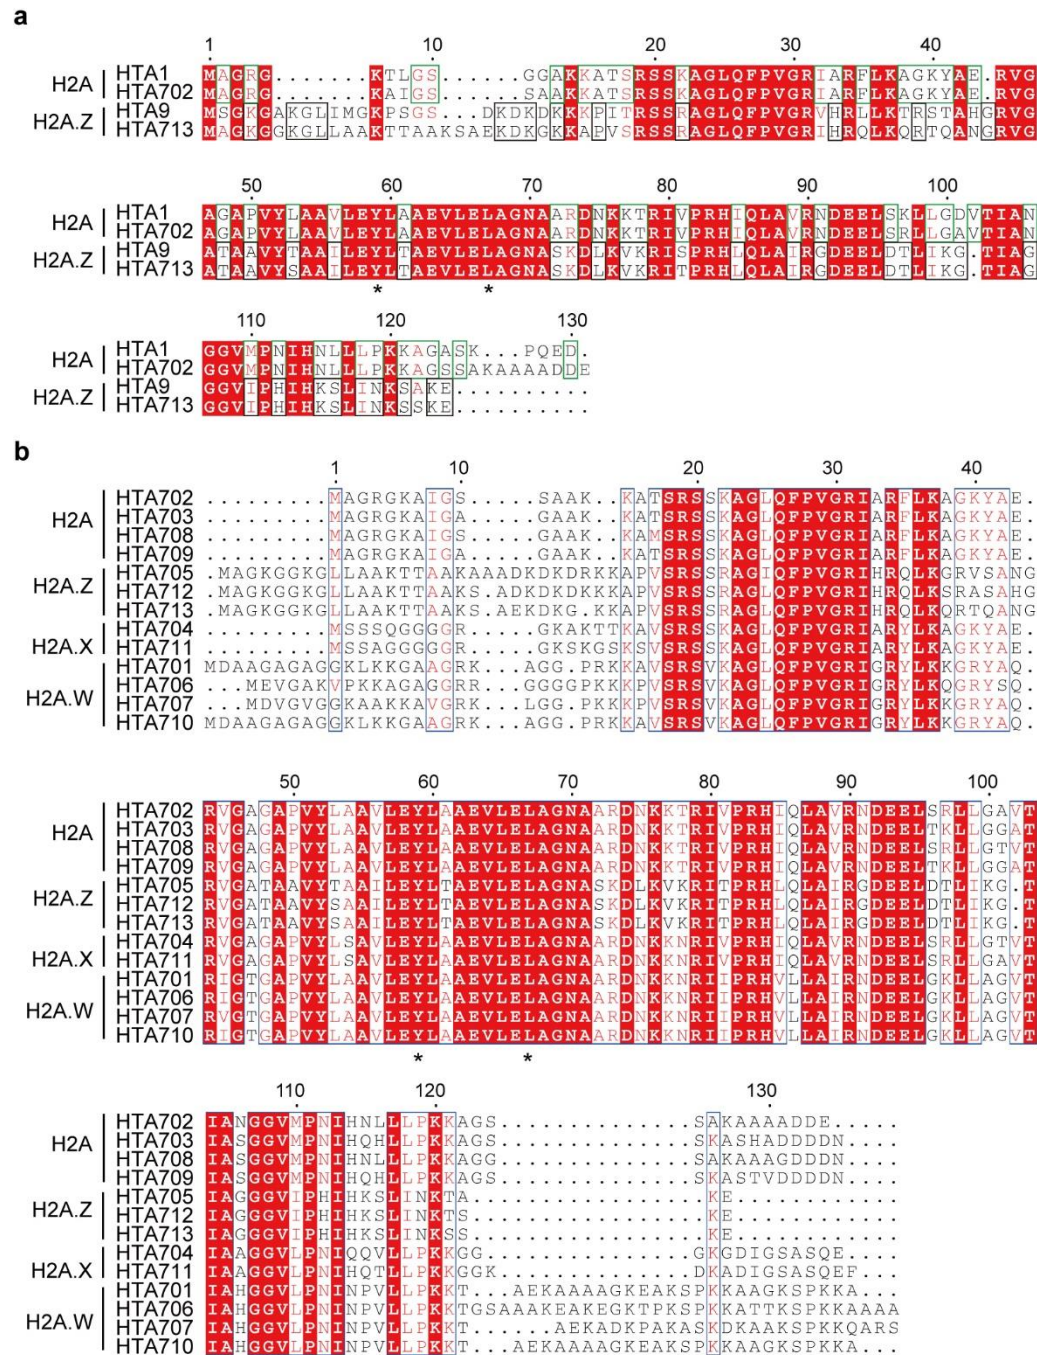

**Supplementary Figure 1. Sequence alignments of histone H2A and H2A variants. a** Sequence alignments of a canonical histone H2A and a variant histone H2A.Z from rice (HTA702 and HTA713, respectively) and from Arabidopsis (HTA1 and HTA9, respectively). The identical residues in all four histones are highlighted by red background, the residues specifically conserved in H2A are highlighted by green box, and those in H2A.Z by black box. **b** Sequence alignments of all rice canonical histone H2A and H2A variants (H2A.Z, H2A.X and H2A.W). The identical residues in all histones are highlighted by red background. Asterisks indicate amino acids involved in the interaction with OsChz1-C, as determined by the crystal structure of OsChz1-H2A-H2B in this study.

|          |                                                                                                                         |     |     |     |     |     |
|----------|-------------------------------------------------------------------------------------------------------------------------|-----|-----|-----|-----|-----|
|          | 90                                                                                                                      | 100 | 110 | 120 | 130 | 140 |
| OsChz1-M | J E K D E A K D D R S S K E E S E D A Q P T S D S N K I S S N A D E P V A K S S E T D R D Q E G D K D H S S G S D I S   |     |     |     |     |     |
| PTZ00108 | E E Q E E V E E K E I A K E Q R L K S K T K G K A S K L R K P K L K K K E K K K K S S A D K S K K A S V V G N S K R V   |     |     |     |     |     |
|          | 150                                                                                                                     | 160 | 170 | 180 | 190 | 200 |
| OsChz1-M | E A T I K N A I V K R A S Y F R E N S E T I T L Q G . . V R R T L E E D L K L Q K K A L D A Y K S F I S T E L D N I L Q |     |     |     |     |     |
| PTZ00108 | D S D E K R K L D D K P D N K K S N S S G S D Q E D D E E Q K T K P K K S S V K R L K S K K N N S S K S E D N D E F S   |     |     |     |     |     |
|          | 210                                                                                                                     | 220 | 230 | 240 | 250 |     |
| OsChz1-M | E P A N G T K K T S K T E S H K D S G Q K T S K N S K R A R Q D S D . . . . . T S E I N D S H C E R G D S D E D A R     |     |     |     |     |     |
| PTZ00108 | S D D L S K E G K P K N A P K R V S A V Q Y S P P P S K R P D G E S N G G S K P S S P T K K K V K K R L E G S L A A L   |     |     |     |     |     |
|          | 260                                                                                                                     | 270 | 280 | 290 | 300 | 310 |
| OsChz1-M | P K K K K A E K G K A V K R Q K K T T V E K Q L S N S K A K K V A K K D L D K S K E R S G S E E D N S N S S A E E D .   |     |     |     |     |     |
| PTZ00108 | K K K K S E K . K T A R K K K K T R V K Q A S A S Q S S R L L R R P R K K K S D S S E D D D S E V D D S E D E           |     |     |     |     |     |

**Supplementary Figure 2. Sequence alignments of OsChz1-M together with the conserved protein domain PTZ00108.** The identical residues are highlighted by red background, and the similar residues by blue box.

|                     |     |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |     |   |   |   |     |     |     |   |   |   |   |   |   |   |   |   |     |     |     |     |     |     |     |     |
|---------------------|-----|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|-----|-----|---|---|---|-----|-----|-----|---|---|---|---|---|---|---|---|---|-----|-----|-----|-----|-----|-----|-----|-----|
| BnChz1 (A0A078FDX0) | 349 | K | E | R | S | K | E | L | E | G | I | D | T | S | N | I | V | S | S | ... | R   | R | R | S | A   | T   | S   | F | A | P | P | P | K | P | K | I | T   | ... | 384 |     |     |     |     |     |
| AtChz1 (Q9SUE9)     | 410 | K | N | I | S | R | E | L | E | G | I | D | T | S | N | I | V | W | N | S   | ... | R | R | R | S   | S   | T   | S | F | A | P | P | P | K | P | K | V   | T   | ... | 445 |     |     |     |     |
| SlChz1 (A0A3Q7ISA9) | 327 | K | Q | T | A | K | E | L | E | G | I | D | L | S | N | I | V | S | N | T   | ... | R | R | R | S   | T   | S   | F | V | D | P | P | R | P | K | S | P   | ... | 362 |     |     |     |     |     |
| GmChz1 (I1KA89)     | 404 | K | A | R | A | K | E | L | E | G | I | D | L | S | N | I | V | S | S | ... | R   | R | R | S | T   | S   | S   | Y | T | S | P | P | P | P | K | P | K   | ... | 439 |     |     |     |     |     |
| TaChz1 (A0A3B6IQH3) | 376 | K | E | R | A | K | D | L | E | G | I | D | M | S | N | I | I | T | S | ... | R   | R | R | N | A   | S   | S   | F | I | P | L | P | V | P | K | I | E   | ... | 411 |     |     |     |     |     |
| BdChz1 (I1ILA8)     | 391 | K | E | R | A | K | D | L | E | G | I | D | M | S | N | I | I | T | S | ... | R   | R | R | S | A   | S   | S   | F | I | P | L | M | P | R | F | E | ... | 426 |     |     |     |     |     |     |
| OsChz1 (Q2R2Z3)     | 389 | K | E | R | A | K | E | L | E | G | I | D | M | S | N | I | I | T | S | ... | R   | R | R | S | T   | S   | N   | F | I | P | L | P | T | P | K | I | V   | ... | 424 |     |     |     |     |     |
| SbChz1 (C5Y3V6)     | 394 | K | E | R | A | K | E | L | E | G | I | D | M | S | N | I | I | T | S | ... | R   | R | R | S | T   | S   | S   | F | I | P | L | P | P | P | P | K | I   | ... | 429 |     |     |     |     |     |
| ZmChz1 (A0A1D6F6F5) | 391 | K | E | R | A | K | E | L | E | G | I | D | M | S | N | I | I | T | S | ... | R   | R | R | S | T   | S   | S   | F | I | P | L | P | P | P | P | Q | I   | ... | 426 |     |     |     |     |     |
| PpChz1 (A0A2K1IS89) | 420 | K | E | K | L | K | D | L | E | G | M | D | T | S | N | I | I | V | E | S   | T   | G | R | P | R   | R   | ... | A | A | A | S | A | N | N | F | F | A   | P   | K   | P   | S   | ... | 458 |     |
| XtChz1 (A0A1B8Y3D2) | 598 | R | E | E | A | A | E | L | A | E | L | D | T | S | N | I | I | E | T | A   | G   | R | T | R | R   | R   | ... | T | W | N | P | Y | Q | N | S | P | S   | R   | ... | 634 |     |     |     |     |
| DrChz1 (A7YYH4)     | 429 | R | E | E | A | Q | E | L | A | E | L | D | M | S | N | I | I | T | T | Q   | G   | R | P | K | R   | R   | ... | A | A | A | A | V | W | P | P | A | Q   | N   | ... | 464 |     |     |     |     |
| HsChz1 (Q9BW71)     | 484 | R | E | E | A | A | E | V | A | S | L | D | V | A | N | I | I | S | G | S   | G   | R | P | R | R   | R   | ... | A | W | N | P | L | G | E | A | A | P   | P   | ... | 520 |     |     |     |     |
| MmChz1 (Q8BLH7)     | 529 | R | E | E | A | A | E | V | A | A | L | D | V | A | N | I | I | S | S | T   | G   | R | P | R | R   | R   | ... | A | W | N | P | S | G | E | G | T | S   | P   | ... | 565 |     |     |     |     |
| RnChz1 (E9PSX7)     | 423 | R | E | E | A | A | E | V | A | S | L | D | V | A | N | I | I | S | S | S   | G   | R | P | R | R   | R   | ... | A | W | N | P | S | G | E | A | I | S   | P   | ... | 459 |     |     |     |     |
| BpChz1 (K8EJY2)     | 239 | . | E | R | E | K | D | L | E | D | I | D | A | S | N | I | I | E | G | ... | R   | R | R | N | ... | .   | .   | . | . | . | . | . | . | . | . | . | .   | .   | 260 |     |     |     |     |     |
| SmChz1 (D8TC69)     | 199 | . | D | A | D | A | L | E | E | V | D | L | N | N | I | L | P | T | R | ... | T   | R | R | T | I   | ... | .   | . | . | . | . | . | . | . | . | . | .   | .   | 221 |     |     |     |     |     |
| CrChz1 (A0A2K3D6Z9) | 251 | L | E | R | E | R | D | L | E | G | I | D | T | S | N | I | I | T | E | G   | A   | G | R | P | R   | R   | ... | A | A | A | A | A | A | A | T | N | F   | K   | S   | L   | L   | K   | ... | 289 |
| VcChz1 (D8UAQ4)     | 324 | L | E | R | S | R | D | L | E | G | I | D | T | S | N | I | I | S | L | G   | G   | G | R | P | R   | R   | ... | A | A | A | A | S | I | N | F | R | E   | M   | F   | K   | Q   | P   | ... | 363 |
| Chz1 (P40019)       | 86  | E | E | E | D | D | L | A | E | I | D | T | S | N | I | I | T | S | G | ... | .   | R | R | T | R   | G   | K   | V | I | D | Y | K | K | T | A | E | E   | L   | D   | K   | 123 |     |     |     |
| CgChz1 (A0A0W0CT22) | 82  | D | E | E | D | D | L | A | E | I | D | T | S | N | I | I | T | T | G | ... | .   | R | R | T | R   | G   | K   | I | I | D | Y | K | K | T | A | K | E   | L   | D   | A   | 119 |     |     |     |

**Supplementary Figure 3. Sequence alignments of CHZ domain of proteins identified in different organisms.** The identical residues are highlighted by red background, and the similar residues by blue box. Bn, *Brassica napus*; At, *Arabidopsis thaliana*; Sl, *Solanum lycopersicum*; Gm, *Glycine max*; Ta, *Triticum aestivum*; Bd, *Brachypodium distachyon*; Os, *Oryza sativa*; Sb, *Sorghum bicolor*; Zm, *Zea mays*; Pp, *Physcomitrella patens*; Xt, *Xenopus tropicalis*; Dr, *Danio rerio*; Hs, *Homo sapiens*; Mm, *Mus musculus*; Rn, *Rattus norvegicus*; Bp, *Bathycoccus prasinus*; Sm, *Selaginella moellendorffii*; Cr, *Chlamydomonas reinhardtii*; Vc, *Volvox carteri*; Cg, *Candida glabrata*. The green highlights the founding member of the family Chz1 from yeast (*Saccharomyces cerevisiae*).

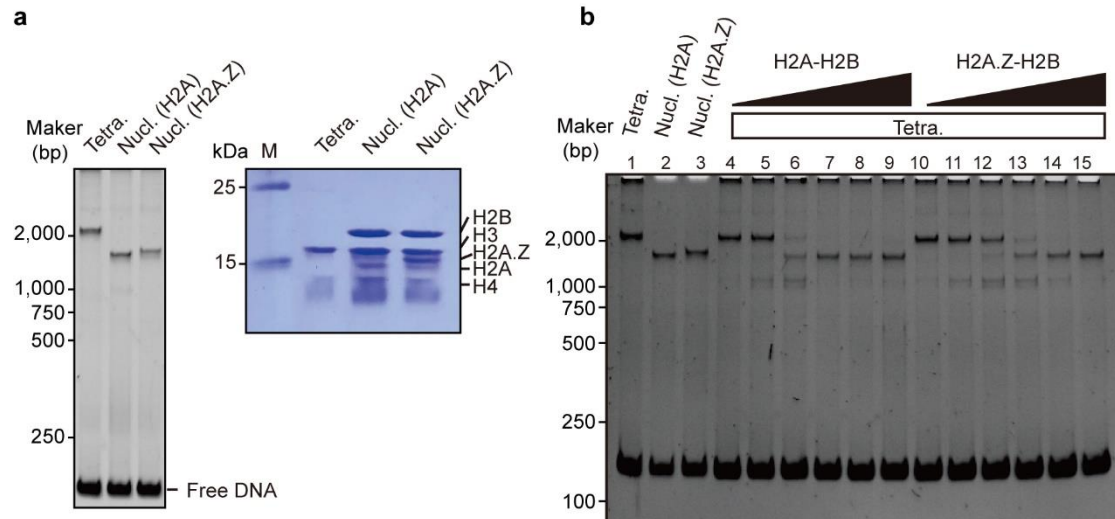

**Supplementary Figure 4. Nucleosome assembly *in vitro*.** **a** Verification of migration properties and compositions of the H3-H4-DNA tetrasome (Tetra.) and the mono-nucleosome (Nucl.) containing H2A or H2A.Z. The same samples were analyzed on native PAGE gel stained with GelRed (left panel) and SDS-PAGE gel stained with Coomassie blue (right panel). M, size marker. **b** Native PAGE gel showing assembly of the tetrasome into nucleosome upon reaction with increasing amounts of H2A-H2B or H2A.Z-H2B, as indicated. Experiments were repeated independently three times with similar results. Source data are provided as a Source Data file.

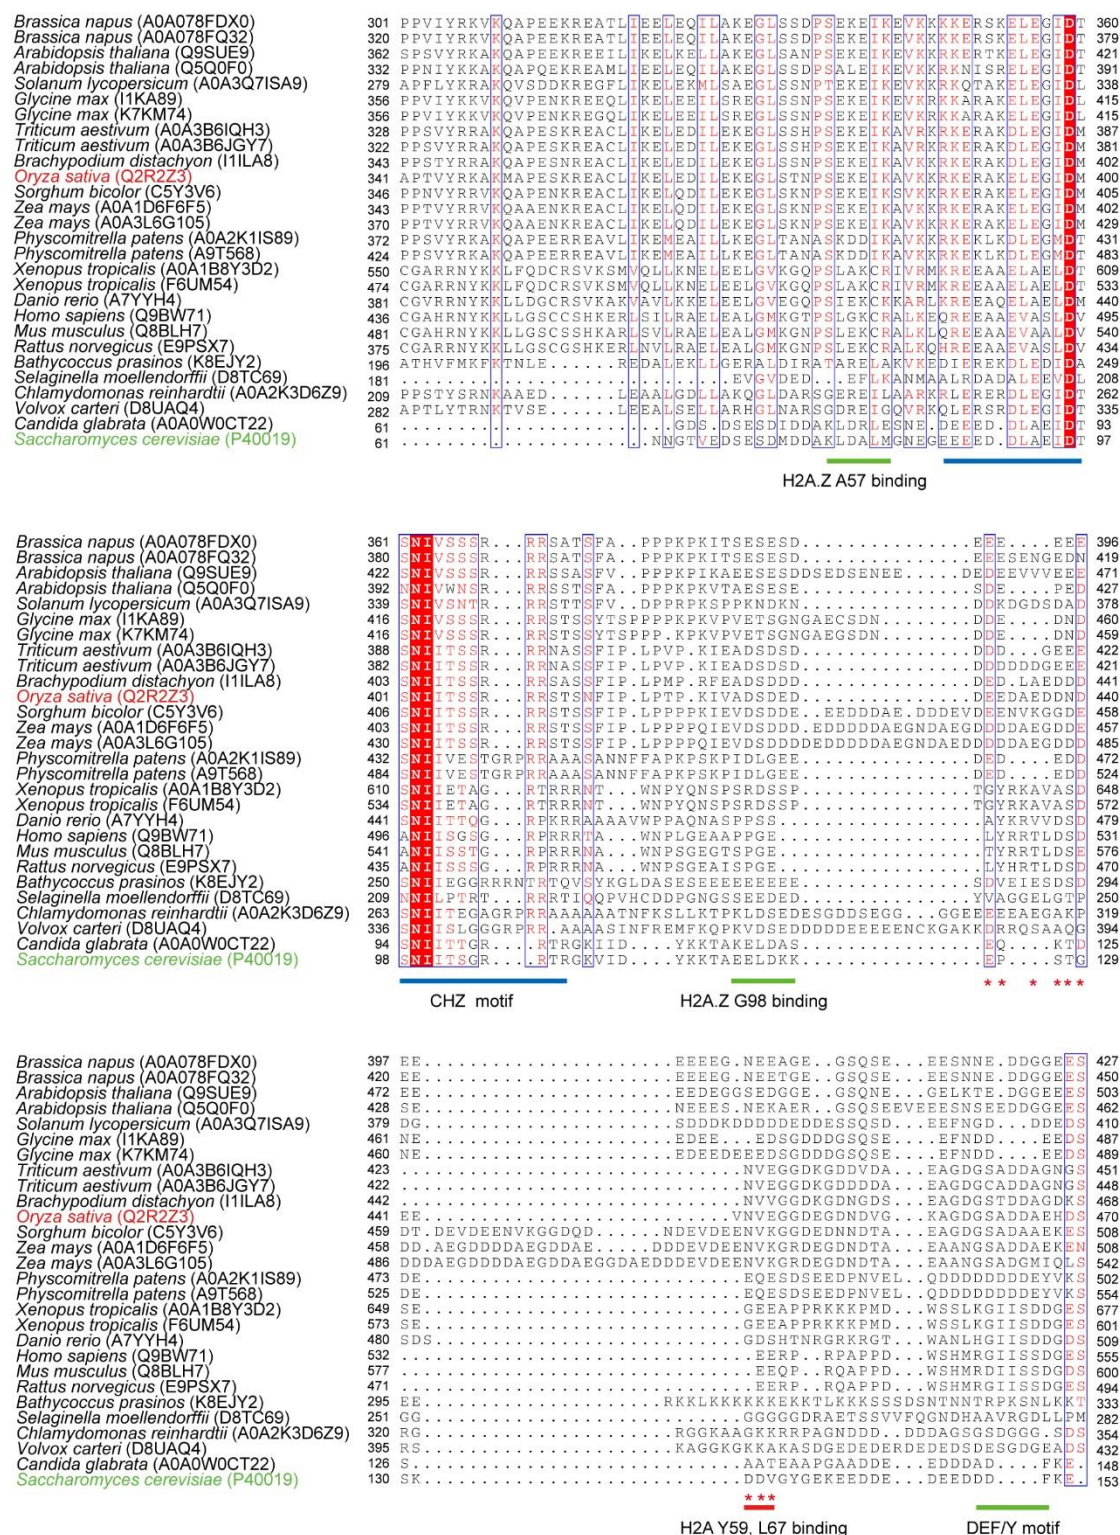

**Supplementary Figure 5. Sequence alignments of the C-termini of the Chz1-family proteins from various organisms.** The identical residues are highlighted by red background, and the similar residues by blue box. CHZ motif (blue), yChz1 regions involved in H2A.Z-binding (green), and OsChz1 region involved in H2A-binding (red) are underlined. Asterisks in red indicate the residues involved in the interaction with H2A-H2B, as determined by the crystal structure of OsChz1-H2A-H2B in this study.

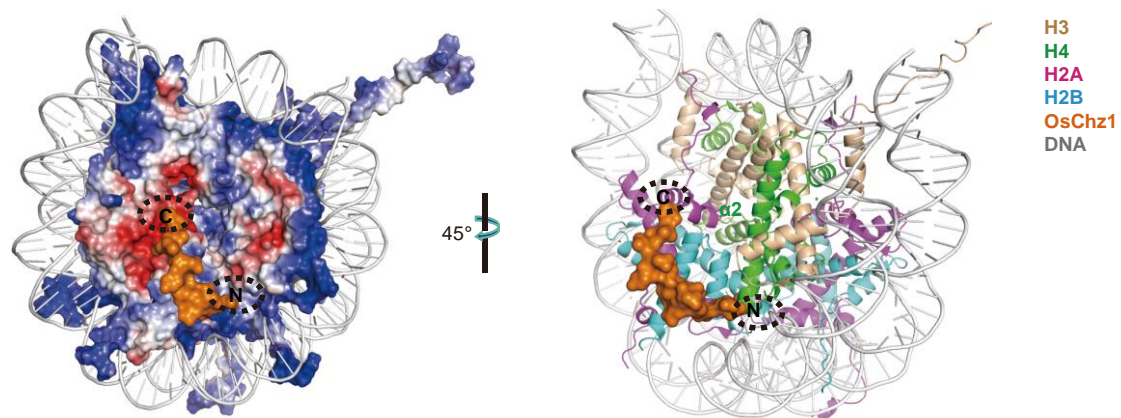

**Supplementary Figure 6. Surface (left) and Ribbon (right) representations of nucleosome and globular diagram of OsChz1 (432-446) in a predicted complex.** Red and blue in the surface representation denote negative and positive charges, respectively. H3 is colored in brown, H4 in green, H2A in purple, H2B in blue, OsChz1 in orange and DNA in gray. The dash-line-circled N and C indicate the N-terminus and C-terminus of OsChz1 (432-446), respectively. The helix  $\alpha 2$  of histone H4 is indicated in the Ribbon representation.

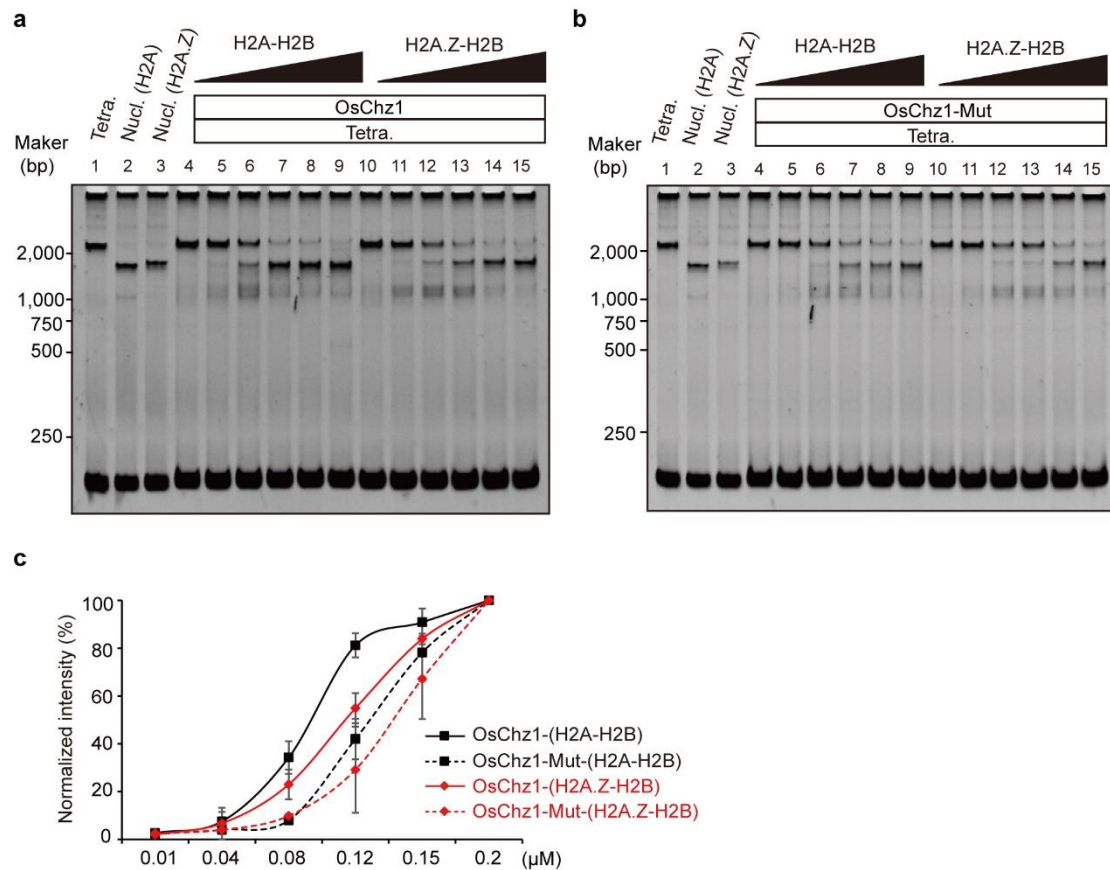

**Supplementary Figure 7. Nucleosome assembly assay for histone chaperone activity of wild-type and mutated (Mut) OsChz1 recombinant proteins.** **a** and **b** Native PAGE gels showing assembly of the H3-H4-DNA tetrasome (Tetra.) into nucleosome (Nucl.) upon reaction with increasing amounts of either H2A-H2B or H2A.Z-H2B, as indicated, in the presence of OsChz1 and OsChz1-Mut, respectively. **c** Line chart showing intensity quantifications of nucleosome assembly. The x-axis indicates the increasing amounts of the H2A-H2B dimer or the H2A.Z-H2B dimer. Black curves represent H2A-H2B deposition and red curves represent H2A.Z-H2B deposition. Solid lines represent histone deposition with OsChz1 (0.2 μM) and dashed lines represent histone deposition with OsChz1-Mut (0.2 μM). Highest values, e.g. lane 9 for H2A-H2B and lane 15 for H2A.Z-H2B shown in (a, b), were set as 100%. The data shown are means ± standard deviation (SD) from n = 3 independent biological replicates. Experiments were repeated independently three times with similar results. Source data are provided as a Source Data file.

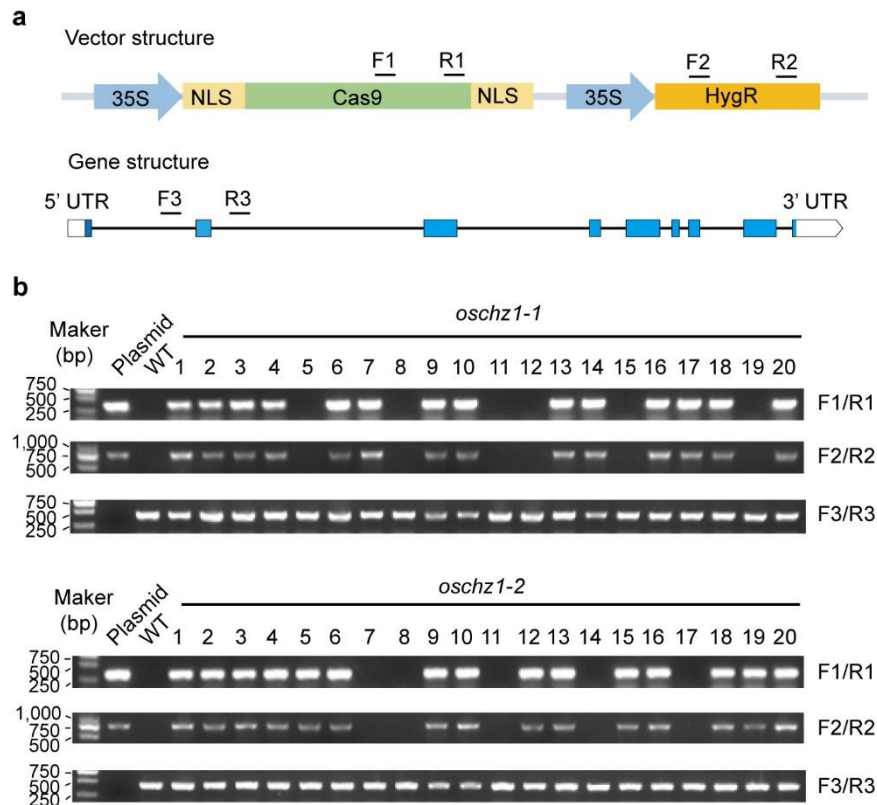

**Supplementary Figure 8. Identification of transgene-free *oschz1-1* and *oschz1-2* mutants generated by using CRISPR/Cas9 technology.** **a** Schematic diagram of the vector and the *OsChz1* gene structure. Two pairs of the forward and reverse PCR primers (F1/R1 and F2/R2) were used to detect transgene, one pair (F3/R3) to detect *OsChz1* serving as a DNA quality control. **b** Agarose gel analyses of PCR products using as templates: plasmid (positive control for F1/R1 and F2/R2), wild-type rice genomic DNA (WT, positive control for F3/R3), and genomic DNA prepared from 20 individual F3-generation plants of the *oschz1-1* and *oschz1-2* mutant lines (lanes 1 to 20). Note for the absence of F1/R1 and F2/R2 products in lanes 5, 8, 11, 12, 15, 19 for *oschz1-1* and lanes 7, 8, 11, 14, 17 for *oschz1-2*, which correspond to purified transgene-free mutant plants. Experiments were repeated independently twice with similar results. Source data underlying Supplementary Figure 8b are provided as a Source Data file.

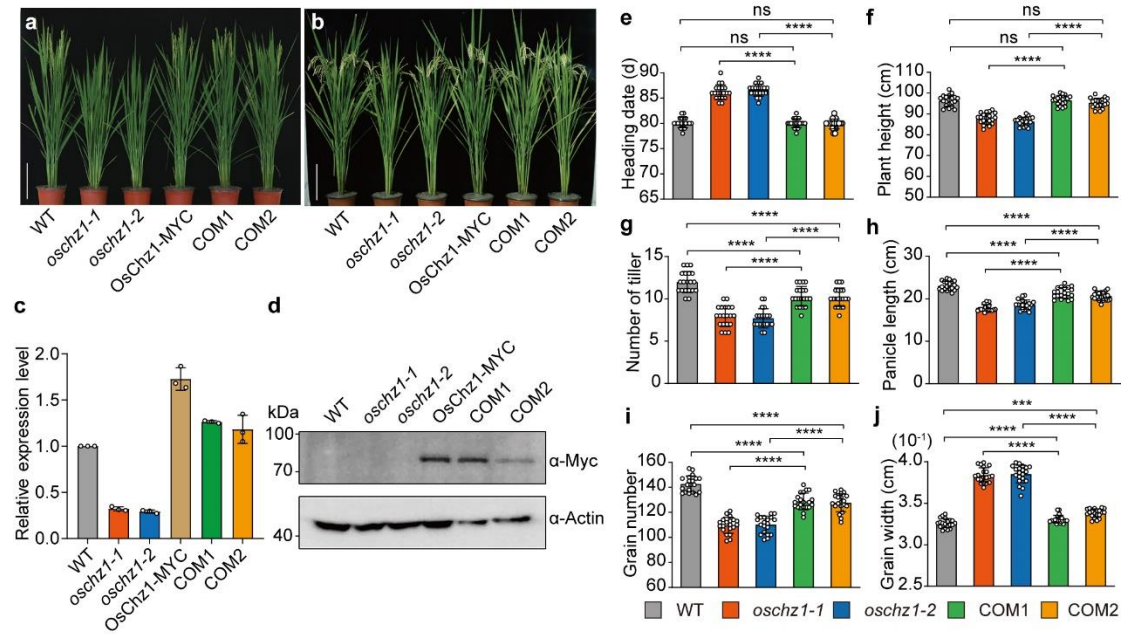

**Supplementary Figure 9. Rescue of the *oschz1* mutants by complementation with an *OsChz1* transgene.** **a** and **b** Representative images of plants at heading date stage grown under long-day (LD) and short-day (SD) photoperiods, respectively. The wild-type (WT), the *oschz1-1* and *oschz1-2* mutants, the transgenic OsChz1-MYC, and the mutants complemented with the *pOsChz1::OsChz1-4×MYC* transgene (COM1 and COM2) were grown side-by-side under the same condition. Scale bar = 20 cm. **c** Relative expression levels of *OsChz1* in WT, *oschz1-1*, *oschz1-2*, OsChz1-MYC, COM1 and COM2. Values shown are the mean  $\pm$  standard deviation from three independent biological replicates after normalization with the internal control *Ubiquitin5*. **d** Western blot detection of the OsChz1-MYC protein in the different plant lines. Actin served as an internal loading control. Experiments were repeated independently twice with similar results. **e-j** Quantitative assessments of agronomic traits for heading date, plant height, number of tillers, panicle length, grain number and grain width, respectively. Values are shown as means  $\pm$  SD of 20 individual plants. Statistical significance was determined by two-tailed, paired Student's *t*-test: \*\*\*\*,  $p < 0.0001$ ; ns (not significant),  $p > 0.05$ . The exact *p*-values are 0.7381 (WT vs. COM1),  $9.86 \times 10^{-19}$  (*oschz1-1* vs. COM1),  $0.4239$  (WT vs. COM2),  $1.97 \times 10^{-19}$  (*oschz1-2* vs. COM2) for **e**; 0.8499 (WT vs. COM1),  $1.49 \times 10^{-13}$  (*oschz1-1* vs. COM1), 0.1849 (WT vs. COM2),  $9.37 \times 10^{-16}$  (*oschz1-2* vs. COM2) for **f**;  $7.69 \times 10^{-5}$  (WT vs. COM1),  $3.34 \times 10^{-7}$  (*oschz1-1* vs. COM1),  $2.39 \times 10^{-5}$  (WT vs. COM2),  $1.93 \times 10^{-8}$  (*oschz1-2* vs. COM2) for **g**;  $3.75 \times 10^{-5}$  (WT vs. COM1),  $5.40 \times 10^{-7}$  (*oschz1-1* vs. COM1),  $8.15 \times 10^{-5}$  (WT vs. COM2),  $4.56 \times 10^{-7}$  (*oschz1-2* vs. COM2) for **h**;  $5.87 \times 10^{-8}$  (WT vs. COM1),  $3.12 \times 10^{-11}$  (*oschz1-1* vs. COM1),  $3.23 \times 10^{-8}$  (WT vs. COM2),  $1.71 \times 10^{-9}$  (*oschz1-2* vs. COM2) for **i**; 0.0049 (WT vs. COM1),  $3.55 \times 10^{-24}$  (*oschz1-1* vs. COM1),  $1.33 \times 10^{-8}$  (WT vs. COM2),  $5.31 \times 10^{-20}$  (*oschz1-2* vs. COM2) for **j**. Source data underlying Supplementary Figure 9c-j are provided as a Source Data file.

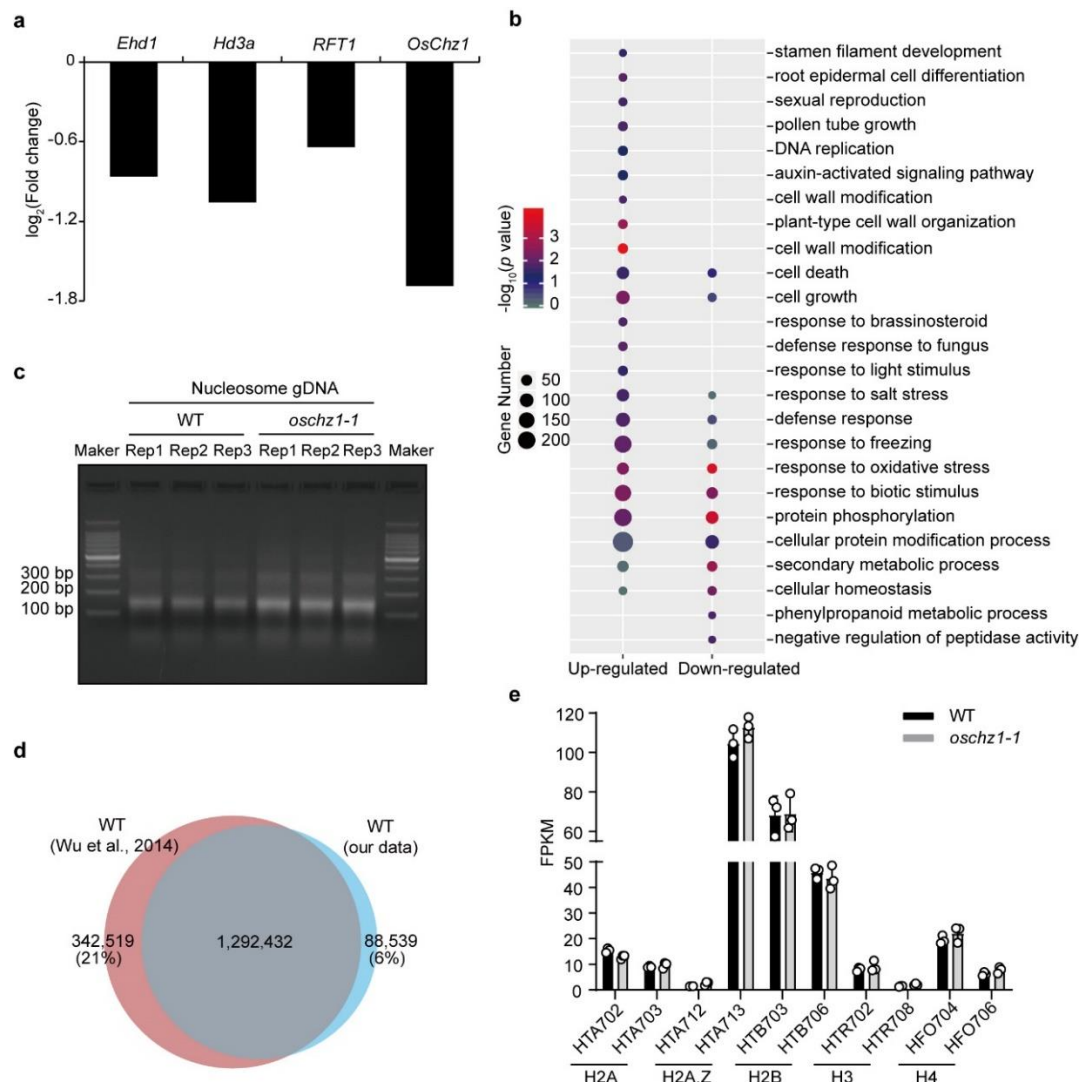

**Supplementary Figure 10. Effects of loss-of-OsChz1 on transcription and quality control of MNase-seq analysis.** **a** Down-regulation of *Ehd1*, *Hd3a*, *RFT1* and *OsChz1* in the *oschz1-1* mutant revealed from RNA-seq. **b** GO analysis of the up- and down-regulated genes identified by RNA-seq in *oschz1-1*. Increasing sizes per point represent higher numbers of genes belonging to the indicated functional categories, and varied colors depict *p*-values for the statistical significance of enrichment. **c** Agarose gel electrophoresis analysis of MNase-digested genomic DNA fragments from WT and *oschz1-1*, each with three independent biological replicates (Rep1, Rep2 and Rep3). Experiments were repeated independently three times with similar results. **d** Overlap of the nucleosome peaks detected in this study (green circle) and those published previously (red circle) in WT. **e** Comparison of expression levels (FPKM) of histone genes in WT (black) and in *oschz1-1* (gray) from RNA-seq analysis. Values shown are the mean  $\pm$  SD from  $n = 3$  independent biological replicates. Differences between WT and *oschz1-1* were not significant statistically, as determined by two-tailed, paired Student's *t*-test ( $p > 0.05$ ). The exact *p*-values are 0.0207, 0.3728, 0.0544, 0.1901, 0.9483, 0.4852, 0.4829, 0.0551, 0.2817, 0.1329 for the genes listed from the left to the right of x-axis. Source data underlying Figure 10a, 10c, and 10e are provided as a Source Data file.

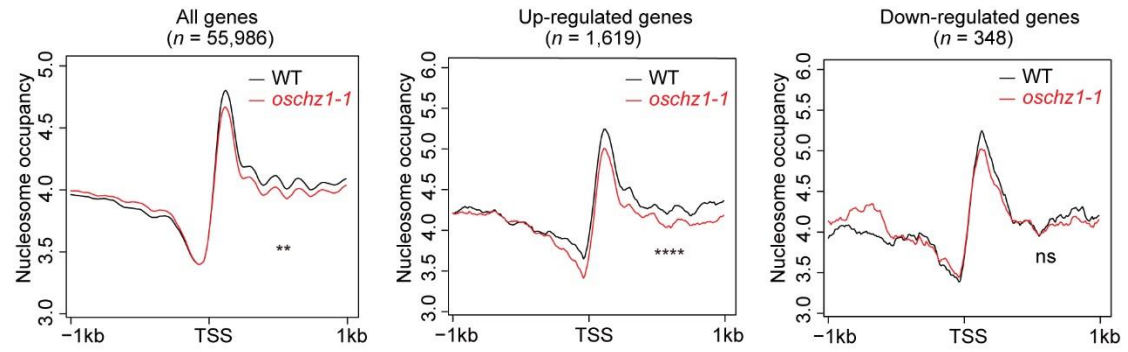

**Supplementary Figure 11. Density plots showing nucleosome occupancy of all genes and DEGs identified in the *oschz1-1* mutant.** The plots were generated from 1 kb upstream to 1 kb downstream of TSS, as determined by MNase-seq. Each profile represents a merge from two biological replicates. The statistically significant differences between wild-type (WT) and *oschz1-1* were determined by two-tailed Welch Two Sample *t*-test: \*\*,  $p = 0.0097$ ; \*\*\*\*,  $p = 6.83 \times 10^{-23}$ ; ns (not significant),  $p = 0.1938$ .

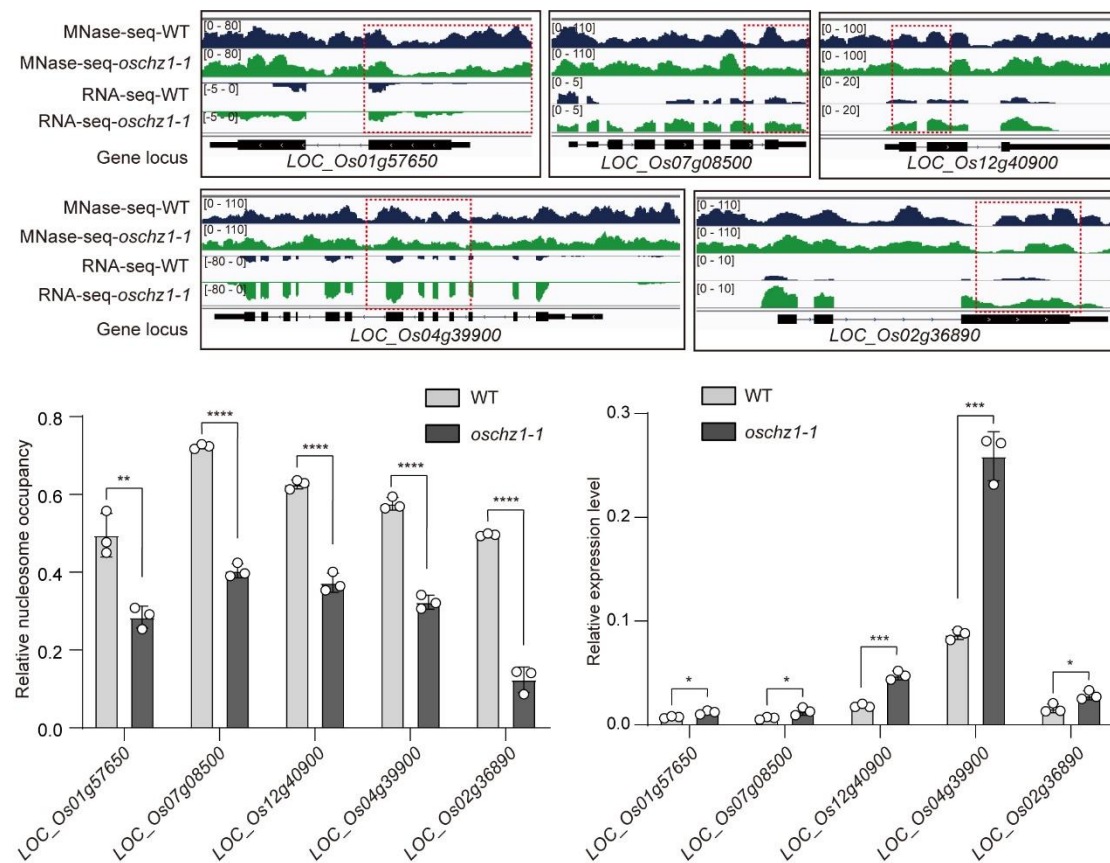

**Supplementary Figure 12. Validation by quantitative PCR of randomly selected genes, which displayed a reduction of nucleosome occupancy and an increase of transcription in *oschz1-1* in genome-wide profiling analyses.** The top panels show plots from profiling data, with red-dot-boxes pointing to the regions analyzed by qPCR. The bottom-left graph shows qPCR results on nucleosome occupancy, and the bottom-right graph shows qPCR results on gene expression. Value represents mean  $\pm$  SD from  $n = 3$  independent biological replicates. The statistically significant differences between wild-type (WT) and *oschz1-1* were determined by two-tailed, paired Student's *t*-test: \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . The exact *p*-values for the genes listed from the left to the right of x-axis are 0.0044,  $9.73 \times 10^{-8}$ ,  $9.99 \times 10^{-5}$ ,  $5.08 \times 10^{-5}$ ,  $3.97 \times 10^{-5}$  (bottom-left graph); 0.0187, 0.0457, 0.0004, 0.0002, 0.0231 (bottom-right graph). Source data are provided as a Source Data file.

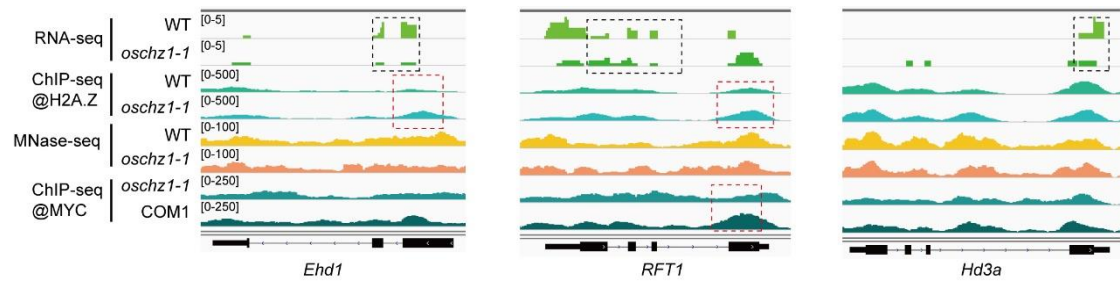

**Supplementary Figure 13. Profile plots of the flowering genes *Ehd1*, *RFT1* and *Hd3a* from RNA-seq, MNase-seq and ChIP-seq analyses.** Obvious differences observed between *oschz1* mutant and wild-type (WT) or COM1 are highlighted with dot boxes in different colors, dark for down and red for up.

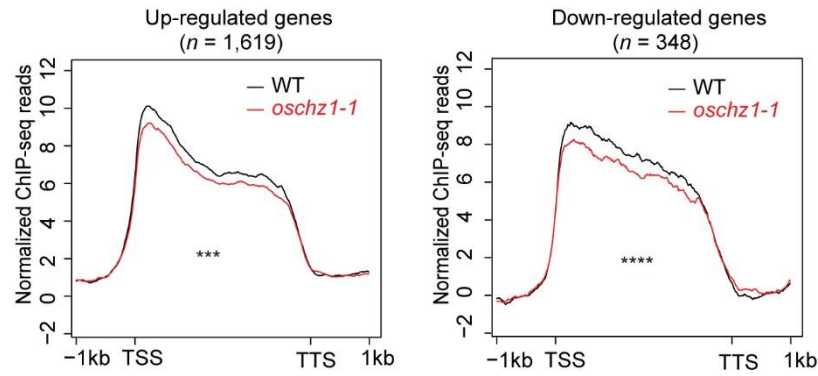

**Supplementary Figure 14. Comparison of H2A.Z occupancy in wild-type (WT) and in the *oschz1-1* mutant, at the up-regulated and down-regulated genes identified in the *oschz1-1* mutant.** The plots were generated from 1 kb upstream of TSS to 1 kb downstream of TTS determined by ChIP-seq. Signal for H2A.Z is a merge of two biological replicates. The statistically significant differences between wild-type (WT) and *oschz1-1* were determined by single-end Welch Two Sample *t*-test: \*\*\*,  $p = 0.0003$ ; \*\*\*\*,  $p = 1.97 \times 10^{-5}$ .

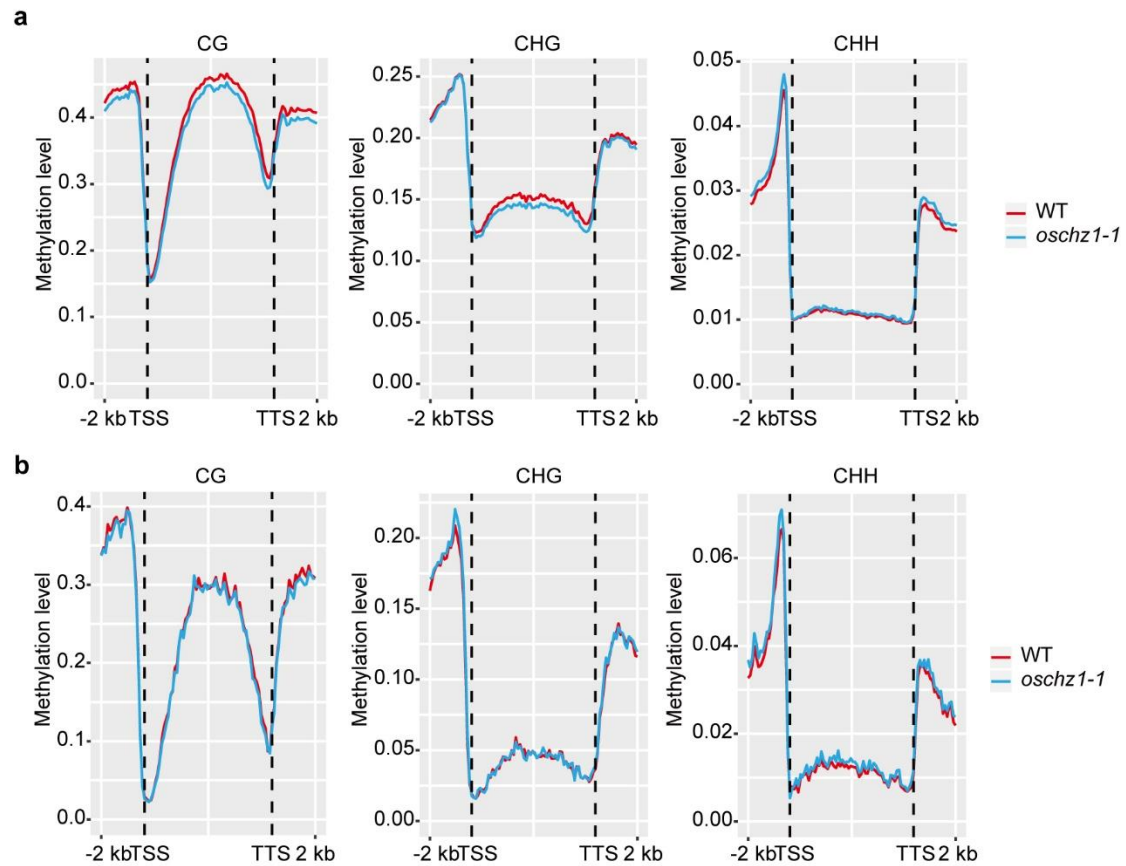

**Supplementary Figure 15. Comparison of DNA methylation patterns in wild-type (WT) and in the *oschz1-1* mutant.** **a** Average distribution of DNA methylation levels at all genes, in the CG, CHG and CHH contexts as indicated. **b** Average distribution of DNA methylation levels at genes containing decreased H2A.Z levels in the mutant, in the CG, CHG, and CHH contexts as indicated. Genome-wide DNA methylation data were obtained by BS-seq in this study.

**Supplementary Table 1. Data collection and refinement statistics in crystal structure analysis.**

|                                               |            |
|-----------------------------------------------|------------|
| OsChz1-H2A-H2B                                |            |
| Data collection                               |            |
| Space group                                   | C121       |
| Cell parameter                                |            |
| a (Å)                                         | 167.3      |
| b (Å)                                         | 116.3      |
| c (Å)                                         | 101.9      |
| $\alpha$ (°)                                  | 90.0       |
| $\beta$ (°)                                   | 114.9      |
| $\gamma$ (°)                                  | 90.0       |
| Wavelength(Å)                                 | 0.97915    |
| Resolution (Å)                                | 30.0-2.85  |
| Last shell (Å)                                | 2.95-2.85  |
| Completeness (%)                              | 98.3(99.2) |
| Redundancy                                    | 2.8(3.2)   |
| I/ $\sigma$ (I)                               | 10.1(2.0)  |
| Rmerge (%)                                    | 7.3(46.7)  |
| Refinement                                    |            |
| Resolution (Å)                                | 30.0-2.85  |
| R <sub>work</sub> (%) / R <sub>free</sub> (%) | 19.4/25.3  |
| No. of atoms                                  |            |
| Protein                                       | 8000       |
| Ligand/H <sub>2</sub> O                       | 15/14      |
| R.m.s. deviations                             |            |
| Bond length (Å)                               | 0.014      |
| Bond angle (°)                                | 1.738      |
| Ramachandran plot (%)                         |            |
| Most favored                                  | 97.11      |
| Additional allowed                            | 2.89       |
| PDB number                                    | 6M2M       |

Values in parentheses are for the last resolution shell.

**Supplementary Table 2. Mutagenesis of recombinant OsChz1 protein.**

| Name        | Amino acid substitution                                          |
|-------------|------------------------------------------------------------------|
| OsChz1-C-1M | E432A, E433A                                                     |
| OsChz1-C-2M | E436A, D438A, N439A, D440A                                       |
| OsChz1-C-3M | N444A, V445A, E446A                                              |
| OsChz1-Mut  | E432A, E433A, E436A, D438A, N439A,<br>D440A, N444A, V445A, E446A |

**Supplementary Table 3. Analysis of potential off-target sites of *OsChz1*- CRISPR-P in the rice genome.**

| Off-target | Sequence<br>(5'-3')         | Score | Genomic locus<br>(Chromosome:start) | Region<br>(gene) | Mutation |
|------------|-----------------------------|-------|-------------------------------------|------------------|----------|
| 1          | CCAAGGTACAAGAA<br>GAGCACAGG | 0.590 | 6:-7548279                          | Intergenic       | N.D.     |
| 2          | AGAGGGGGCAAGGA<br>GAGCACCGG | 0.339 | 8:+5462300                          | Intergenic       | N.D.     |
| 3          | TTTAGGTGGAAGGA<br>GAGCACCGG | 0.278 | 2:-20140416                         | Os02g0542200     | N.D.     |
| 4          | AGAAGCTTTAAGGA<br>GAGTACTGG | 0.274 | 4:+6250491                          | Os04g0191600     | N.D.     |
| 5          | CGGAGGTGTAGGAA<br>GAGAACGGG | 0.197 | 6:-10803160                         | Intergenic       | N.D.     |

N.D., not detected.

**Supplementary Table 4. Analysis of nucleosome distribution in wild-type (WT) and *oschz1-1*.**

|                                        |                   | Gene body | promoter | Intergenic region |
|----------------------------------------|-------------------|-----------|----------|-------------------|
| WT                                     | Nucleosome count  | 631058    | 193209   | 592483            |
|                                        | % <sup>a</sup>    | 45.18%    | 13.83%   | 42.42%            |
| Increased occupancy in <i>oschz1-1</i> | Nucleosome count  | 6551      | 2482     | 8050              |
|                                        | % <sup>b</sup>    | 38.74%    | 14.68%   | 47.60%            |
|                                        | <i>p</i> -value   | 1         | 0.0008   | 9.25E-43          |
|                                        | (Increased freq.) |           |          |                   |
| Decreased occupancy in <i>oschz1-1</i> | Nucleosome count  | 7135      | 2076     | 6410              |
|                                        | % <sup>b</sup>    | 46.26%    | 13.46%   | 41.56%            |
|                                        | <i>p</i> -value   | 0.0035    | 0.9137   | 0.9854            |
|                                        | (Increased freq.) |           |          |                   |
| Forward shift in <i>oschz1-1</i>       | Nucleosome count  | 2565      | 768      | 2627              |
|                                        | % <sup>b</sup>    | 43.50%    | 13.03%   | 44.56%            |
|                                        | <i>p</i> -value   | 0.9954    | 0.9662   | 0.0005            |
|                                        | (Increased freq.) |           |          |                   |
| Reverse shift in <i>oschz1-1</i>       | Nucleosome count  | 2568      | 777      | 2599              |
|                                        | % <sup>b</sup>    | 43.75%    | 13.24%   | 44.28%            |
|                                        | <i>p</i> -value   | 0.9869    | 0.9111   | 0.0021            |
|                                        | (Increased freq.) |           |          |                   |

<sup>a</sup> percentage of detected nucleosomes

<sup>b</sup> percentage of dynamic nucleosomes. 

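Supplementary Table 4 assigns nucleosomes to gene bodies, promoters and intergenic regions and gives, for each class, a count and its share of all nucleosomes of the row. The shares of the WT row add up to 101.43%, so that some nucleosomes were placed in more than 1 class. The total behind a row can be had from a count and its share. For WT, the paper's count of 631058 nucleosomes in gene bodies at a share of 45.18% gives a total between 1396609 and 1396919 when the rounding of the share is allowed for. The map analysed here held 1396763 nucleosomes with a WT summit, which lies within that range. For the dynamic nucleosomes, the paper's largest class of each row gives totals of 16912 for increased occupancy, 15424 for decreased occupancy, 5895 for forward shifts and 5869 for reverse shifts. These totals are approximate because the shares are rounded. The gene-body share of forward shifts gives 5896 to 5897. A test of each class in such a table asks if the class is more frequent among the dynamic nucleosomes than among all WT nucleosomes, with the nucleosome as the unit of counting and not the plant.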

Significance level of the intersection was calculated by single-end Fisher's exact test.

**Supplementary Table 5. Primers used in this study.**

| Primer name     | Forward primer 5'-3'                        | Reverse primer 5'-3'                     | Usage        |
|-----------------|---------------------------------------------|------------------------------------------|--------------|
| OsChz1-KO       | ATTTTCACGCAGGCAGGAGA                        | CTCCCAGGTTTCATACAGCAA                    | genotyping   |
| Hygromycin      | ACTATCGGCGAGTACTTCTACAC                     | GTGCTTGACATTGGGGAGTTTAG                  | genotyping   |
| Cas9            | ACGGAAAGTAAGGATCTTCTCGA                     | CTGAGATCACTAAGGCTCCTCTT                  | genotyping   |
| UBQ             | TATCATCGAGCCGTCGCTTC                        | TGGTTGCTGTGACCACACTT                     | qRT-PCR      |
| OsChz1          | GATGAGCCGGTGGCAAAATC                        | GTCCGGCGAACTCCTTGTA                      | qRT-PCR      |
| Os01g57650      | TGAGCAGTTCAGCAAGTGGG                        | CTTGAACACACGCTCGATCC                     | qRT-PCR      |
| Os07g08500      | GTGGACCTGATCCCTTGGTG                        | CTGAGATCGCGCACATTCAC                     | qRT-PCR      |
| Os12g40900      | GGACGGAGCTCCATACCTGA                        | GTCCCTTGTCCTCGTAGGTGAC                   | qRT-PCR      |
| Os04g39900      | AGGAGTACGCTGAAACCTGC                        | CTCCCTTCCTGAATCGCCAG                     | qRT-PCR      |
| Os02g36890      | CCGGTGGACGAACTACCTTC                        | CCTCTTCTTCAGGTGCGTGT                     | qRT-PCR      |
| Hd3a            | AGCCCAAGTGACCCTAACCT                        | GTTGTAGAGCTCGGCGAAGT                     | qRT-PCR      |
| RFT1            | ACCCTAACCTTAGGGAGTATCTACAC                  | GCCTGCATGCATATACAGCTAGGCAG               | qRT-PCR      |
| Ehd1            | GTTGCCAGTCATCTGCAGAA                        | GGATGTGGATCATGAGACAT                     | qRT-PCR      |
| Ehd3            | AAGACAAGGATGATGACCAG                        | TACCATCACCTTCAGAATCC                     | qRT-PCR      |
| Ehd4            | GATGGAGCAAAGTTGTGGAA                        | GCATGTGGATAAAGCAATGG                     | qRT-PCR      |
| Ghd7            | CCGATGATGGGGAGAGCTTG                        | CCTCATCTCGGCATAGGCTT                     | qRT-PCR      |
| OsGI            | GTGGATGCGCTTTGTGACAT                        | GGCCTGCAGAACGATAGCA                      | qRT-PCR      |
| Hd1             | AACCAAGATCGGCAGTATGG                        | GATTGATTGCTCCAGCAGGT                     | qRT-PCR      |
| OsMADS50        | GTCGCGCTCATCGTCTTCTC                        | TGCCAAACCATCAGCGTCAG                     | qRT-PCR      |
| OsMADS51        | GCTTAGGGACATAACGGCCT                        | CTGGAGTTTGCTCTGCTCCT                     | qRT-PCR      |
| OsMADS56        | TGGAGCAGCAGATAGCCAAG                        | GTCGTCGTCATGTGGTTAGC                     | qRT-PCR      |
| Os01g57650      | TGAGCAGTTCAGCAAGTGGG                        | CTTGAACACACGCTCGATCC                     | qRT-PCR      |
| Os07g08500      | GTGGACCTGATCCCTTGGTG                        | CTGAGATCGCGCACATTCAC                     | qRT-PCR      |
| Os12g40900      | GGACGGAGCTCCATACCTGA                        | GTCCCTTGTCCTCGTAGGTGAC                   | qRT-PCR      |
| Os04g39900      | AGGAGTACGCTGAAACCTGC                        | CTCCCTTCCTGAATCGCCAG                     | qRT-PCR      |
| Os02g36890      | CCGGTGGACGAACTACCTTC                        | CCTCTTCTTCAGGTGCGTGT                     | qRT-PCR      |
| off-target-1    | ATGATGACGAGGAGGTTGCT                        | TTCATGTGAGACAGTGGCCA                     | gPCR         |
| off-target-2    | TCCAACACCGACCAAATTGT                        | AGTTCCATCCTCGTCGATCC                     | gPCR         |
| off-target-3    | GAGAGTGGCATATCGTCCCT                        | TAGGGCCGTACAAAGCGAAT                     | gPCR         |
| off-target-4    | CAGCAACTTGGAACCAGCAT                        | GTCCATGACTTCAGCCTGTG                     | gPCR         |
| off-target-5    | ACGAACGATCAAACATGTGCT                       | CAGAGACATTTGCACCTCGG                     | gPCR         |
| OsChz1-CDS      | CGGAATTTCATGGAGCCCGACGCCGCA<br>GC           | CCGTCGACTCAATCACTGTCTGTGCTCAG<br>CATC    | construction |
| OsChz1-C-1<br>M | AAGATGACGCAGCAGACGCAGAAGA<br>TGACAATG       | TGCGTCTGCTGCGTCATCTTCATCACTA<br>TCA      | construction |
| OsChz1-C-2<br>M | ACGCAGCAGATGCCGCTGCTGAGGAG<br>GTGAATGTGGAGG | CTCAGCAGCGGCATCTGCTGCGTCTTCT<br>TCGTCATC | construction |
| OsChz1-C-3      | GAGGTGGCTGCGGCGGGTGGAGATG                   | CTCCACCCGCCGAGCCACCTCCTCATC              | construction |

| M               | AAGGTGACAAT                               | ATTGTCAT                               |              |
|-----------------|-------------------------------------------|----------------------------------------|--------------|
| OsChz1(1-78)    | CGGAATTCATGGAGCCCGACGCCGCA<br>GC          | GCGTCGACCTAATTGTCATCATCAGAAC<br>CAG    | construction |
| OsChz1(79-37)   | GCGAATTCATGACGAATAATAATGCA<br>CCAGAG      | GCGTCGACCTATCCACAAGATTTGATTA<br>TTGAC  | construction |
| OsChz1(338-471) | GCGAATTCATGAGTATCGCACCTACT<br>GTGT        | CCGTCGACTCAATCACTGTCGTGCTCAG<br>CATC   | construction |
| OsChz1(390-422) | CGGAATTCATGGAAAGAGCAAAGGA<br>ACTCGAG      | CGGTCGACCTATTTAGGCGTTGGCAGG<br>GGTA    | construction |
| p1391z-OsChz1   | TTGGCTGCAGGTCGACCGTTGCAGAG<br>TAGCACGGTCT | CCGGGGATCCGTCGACGCGGATGCGGC<br>GGCGGCG | construction |
| HTA702-MYC      | CGGGATCCATGGCTGGTAGGGGCAAG<br>GC          | CGGGTACCCTCGTCGTCGGCGGCGGC             | construction |
| HTA713-HA       | CGGGATCCATGGCGGGAAAAGGAGG<br>TAAG         | CCCAAGCTTCTCTTTGGAGGACTTGTTG<br>AT     | construction |
| GFP-OsChz1      | CGGGATCCATGGAGCCCGACGCCGCA<br>GC          | CGGGTACCTCAATCACTGTCGTGCTCAG<br>CATC   | construction |
| 601DNA          | CTCGGGTGATGCCGGATCCCCT                    | CAAGCGACACCGGCACTGGAAC                 | PCR          |
| Os01g57650      | CTTCGGATGCCGCTATTGCT                      | GCGCGGTGCTAGCCACTA                     | validation   |
| Os07g08500      | AGCAAGCACAGGCAGATTGG                      | AGGACTCTGAGCACCTACTGA                  | validation   |
| Os12g40900      | CATGGATGGCAGAGCTAGCT                      | CGGCTTGCTCTTCGTCGT                     | validation   |
| Os04g39900      | CAGGAAGGGAGCCTTACACC                      | AACGGATTCTTTTGGTGACCTG                 | validation   |
| Os02g36890      | CGTGCAGTCATCATACGGGG                      | GACGGAGCAGTCAAGAAGGA                   | validation   |

# Supplementary material for: OsChz1 acts as a histone chaperone in modulating chromatin organization and genome function in rice
**Source:** Nat Commun. 2020 Nov 11;11:5717. doi: 10.1038/s41467-020-19586-z
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For RT-qPCR and ChIP-qPCR, data were collected with CFX Connect™ Real-Time System (BIO-RAD); RNA-seq, ChIP-seq and MNase-seq data were collected using Illumina HiSeq3000 instrument via the custom service of GENERGY BIO (Shanghai, China). Images of gels or blots were collected by ClinX Science Instruments (Shanghai, China). Confocal images were acquired with ZEN 2010 software (version 1.0.3846.26637). ITC data were collected by MicroCal iTC200 (GE Healthcare). X-ray diffraction data were collected on beamline BL17U1 and BL19U1 at Shanghai Synchrotron Radiation Facility.

#### Data analysis

Neighbor-Joining phylogeny based on full-length amino acid sequence alignment was calculated using MEGA (v10.1.8) and illustrated using FigTree v1.4.3; Publicly available computational tools for analyzing RNA-seq, ChIP-seq and BS-seq data were used as described in the Methods section and they include: FastQC (v0.11.7), CUTADAPT (v1.10), HISAT2 (v2.1.0), Samtools (v1.9), FeatureCounts (v1.6.2), DESeq2 (1.22.2), Bowtie2 (v2.3.4.1), v2.25.0, deepTools (v3.0.2), DiffBind (v2.1.0), ChIPpeakAnno (v3.16.1), ChIPseeker (v1.18.0), DANPOS (v2.1.3), SICER (v1.1), Bismark (v0.22.1), ViewBS (v0.1.9). Further information including commands parameters used are provided in Methods section. For protein structure analysis, Phaser (v7.0.076), COOT (v0.8.71), PHENIX (v1.12-2829-000), Refmac5 (v7.0.076) and PyMOL (v2.0) were used. ITC data were analyzed using Origin software v7.0. Results (RT-qPCR, ChIP-qPCR, statistics for agronomic traits) presented as mean ± SD were analyzed by Microsoft Excel 2019 and GraphPad Prism 8.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this work are available within the paper and its Supplementary Information files, and that they are available from the corresponding author upon reasonable request. The RNA-seq, ChIP-seq, MNase-seq and BS-seq data that support the findings of this study have been deposited to NCBI GEO with the accession number GSE155269 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155269>). Structural factors and coordinates have been deposited in the Protein Data Bank (PDB) with accession code 6M2M (<https://www.rcsb.org/structure/6M2M>) for the OsChz1-H2A-H2B complex. The source data underlying Figures 1b, 2a, c-g, 3d, 4f-j, 5c, d, 6a, d, f, g, 7b, c, d, f, 8a, as well as Supplementary Figures 4, 7, 8b, 9c-j, 10a, c, e, 12 are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size for plant experiments. A minimum of 20 individual plants for each genotype were counted based on the previous publication (Liu et al., 2019) describing the sample size for agronomic-trait measurement. The sample sizes for RNA extraction and ChIP assays were selected following the description in Liu et al., 2017. The sample sizes for protoplast isolation and transformation were selected based on established procedure (He et al., 2018). A detailed description of sample sizes for each experiment is given in the Figure legends or Methods section. |
| Data exclusions | No data was excluded from analysis in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | For H2A.Z, H3 and OsChz1-Myc ChIP-seq experiments, 2 replicates were performed along with DNA input as ChIP-seq control. For RNA-seq, RT-PCR and ChIP-PCR, three replicates were performed as indicated in the figure legends. For MNase-seq and BS-seq, 2 replicates were performed. Flowering time experiments, GST pull-down assay, Co-IP and ITC experiments were replicated independently at least twice with similar results. All statistical experiments were performed in at least three biological replicates to allow for calculation of statistical significance.                                                      |
| Randomization   | All normal growing samples were selected randomly.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | Blinding is not relevant to this study. All experiments were assigned into groups including relevant controls and analysis was done objectively and without bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The immunoprecipitated fractions were detected by western blotting with anti-HA (ab9110, Abcam, 1:2000 dilution), anti-MYC |
|-----------------|----------------------------------------------------------------------------------------------------------------------------|

(M20002L, Abmart, 1:5000 dilution) or anti-GFP antibodies (M20004L Abmart, 1:5000 dilution for WB and 1:100 dilution for IP); anti-Actin (M20009L, Abmart, 1:5000 dilution); Secondary antibodies were goat anti-rabbit IgG-HRP (M21002L, Abmart, 1:5000 dilution) and goat anti-mouse IgG-HRP (M21001L, Abmart, 1:5000 dilution); Antibodies used in ChIP were as follows: anti-MYC (M20002L, Abmart, 1:300 dilution), anti-H3 (ab1791, Abcam, 1:300 dilution) and anti-H2A.Z (Li et al., J. Integr. Plant Biol, 2018, 1:100 dilution).

## Validation

All validation statements, including citation for commercial antibodies can be found on the manufacturers' websites:

Anti-HA: (<http://www.abcam.cn/ha-tag-antibody-chip-grade-ab9110.html>)

Anti-MYC: (<http://www.ab-mart.com.cn/upload/20170614093526xz.pdf>)

Anti-GFP: (<http://www.ab-mart.com.cn/upload/20170614093556xz.pdf>)

Anti-Actin: (<http://www.ab-mart.com.cn/upload/20170614135558xz.pdf>)

Anti-H3: (<http://www.abcam.cn/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>)

The antibody against H2A.Z was validated in Li et al., J. Integr. Plant Biol, 2018.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

All generated high-throughput sequencing data that support the findings of this study have been deposited to NCBI GEO with the accession number GSE155269 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155269>). The following secure token has been created to allow review of record GSE155269 while it remains in private status: iejwdoqgohtylfmb.

### Files in database submission

NIP\_H2AZ\_rep1\_R1.fastq.gz,NIP\_H2AZ\_rep2\_R1.fastq.gz,NIP\_H3\_rep1\_R1.fastq.gz,NIP\_H3\_rep2\_R1.fastq.gz,NIP\_input\_rep1\_R1.fastq.gz,NIP\_input\_rep2\_R1.fastq.gz,oschz1\_H2AZ\_rep1\_R1.fastq.gz,oschz1\_H2AZ\_rep2\_R1.fastq.gz,oschz1\_H3\_rep1\_R1.fastq.gz,oschz1\_H3\_rep2\_R1.fastq.gz,oschz1\_input\_rep1\_R1.fastq.gz,oschz1\_input\_rep2\_R1.fastq.gz,NIP\_H2AZ\_rep1\_R2.fastq.gz,NIP\_H2AZ\_rep2\_R2.fastq.gz,NIP\_H3\_rep1\_R2.fastq.gz,NIP\_H3\_rep2\_R2.fastq.gz,NIP\_input\_rep1\_R2.fastq.gz,NIP\_input\_rep2\_R2.fastq.gz,oschz1\_H2AZ\_rep1\_R2.fastq.gz,oschz1\_H2AZ\_rep2\_R2.fastq.gz,oschz1\_H3\_rep1\_R2.fastq.gz,oschz1\_H3\_rep2\_R2.fastq.gz,oschz1\_input\_rep1\_R2.fastq.gz,oschz1\_input\_rep2\_R2.fastq.gz,NIP\_H2AZ\_rep1\_RPKM.bigwig,NIP\_H2AZ\_rep2\_RPKM.bigwig,NIP\_H3\_rep1\_RPKM.bigwig,NIP\_H3\_rep2\_RPKM.bigwig,NIP\_input\_rep1\_RPKM.bigwig,NIP\_input\_rep2\_RPKM.bigwig,oschz1\_H2AZ\_rep1\_RPKM.bigwig,oschz1\_H2AZ\_rep2\_RPKM.bigwig,oschz1\_H3\_rep1\_RPKM.bigwig,oschz1\_H3\_rep2\_RPKM.bigwig,oschz1\_input\_rep1\_RPKM.bigwig,oschz1\_input\_rep2\_RPKM.bigwig,com\_MYC\_rep1\_R1.fastq.gz,com\_MYC\_rep2\_R1.fastq.gz,com\_input\_rep1\_R1.fastq.gz,com\_input\_rep2\_R1.fastq.gz,oschz1\_MYC\_rep1\_R1.fastq.gz,oschz1\_MYC\_rep2\_R1.fastq.gz,oschz1\_input\_rep1\_R1.fastq.gz,oschz1\_input\_rep2\_R1.fastq.gz,com\_MYC\_rep1\_R2.fastq.gz,com\_MYC\_rep2\_R2.fastq.gz,com\_input\_rep1\_R2.fastq.gz,com\_input\_rep2\_R2.fastq.gz,oschz1\_MYC\_rep1\_R2.fastq.gz,oschz1\_MYC\_rep2\_R2.fastq.gz,oschz1\_input\_rep1\_R2.fastq.gz,oschz1\_input\_rep2\_R2.fastq.gz,com\_MYC\_rep1\_RPKM.bigwig,com\_MYC\_rep2\_RPKM.bigwig,com\_input\_rep1\_RPKM.bigwig,com\_input\_rep2\_RPKM.bigwig,oschz1\_MYC\_rep1\_RPKM.bigwig,oschz1\_MYC\_rep2\_RPKM.bigwig,oschz1\_input\_rep1\_RPKM.bigwig,oschz1\_input\_rep2\_RPKM.bigwig

### Genome browser session

(e.g. [UCSC](#))

no longer applicable

## Methodology

### Replicates

We generated two biological replicates for all ChIP-seq experiments.

### Sequencing depth

NIP\_H2AZ\_rep1,44268102,35866055,150bp,paired-end,NIP\_H2AZ\_rep2,33395234,27343549,150bp,paired-end,NIP\_H3\_rep1,51465160,37432101,150bp,paired-end,NIP\_H3\_rep2,38824594,28353103,150bp,paired-end,NIP\_input\_rep1,20823272,13922072,150bp,paired-end,NIP\_input\_rep2,17037222,11204557,150bp,paired-end,oschz1\_H2AZ\_rep1,40795182,33221195,150bp,paired-end,oschz1\_H2AZ\_rep2,37657092,30855427,150bp,paired-end,oschz1\_H3\_rep1,55735706,40447730,150bp,paired-end,oschz1\_H3\_rep2,37157136,27060907,150bp,paired-end,oschz1\_input\_rep1,21137236,13922475,150bp,paired-end,oschz1\_input\_rep2,19511296,12847805,150bp,paired-end,com\_MYC\_rep1,38285274,24885313,150bp,paired-end,com\_MYC\_rep2,43069622,27866035,150bp,paired-end,com\_input\_rep1,42540212,27393100,150bp,paired-end,com\_input\_rep2,61033754,38745975,150bp,paired-end,oschz1\_MYC\_rep1,29910976,18322280,150bp,paired-end,oschz1\_MYC\_rep2,37589230,23470682,150bp,paired-end,oschz1\_input\_rep1,53536484,33699592,150bp,paired-end,oschz1\_input\_rep2,55492290,34977645,150bp,paired-end,

### Antibodies

anti-MYC (M20002L, Abmart, 1:300 dilution), anti-H3 (ab1791, Abcam, 1:300 dilution) and anti-H2A.Z (Li et al., J. Integr. Plant Biol, 2018, 1:100 dilution).

### Peak calling parameters

H2A.Z and OsChz1-MYC enrichment regions (peaks) were identified by comparing the ChIP library with input library (parameters: W = 200, G = 200, FDR = 0.05) using SICER.sh from SICER v1.1 software. ChIPpeakAnno package in R was used to intersect peaks in two replicates to produce the final set of enriched peaks for each sample. DiffBind was used to compare two different samples to identify differentially enrichment peaks (FDR ≤ 0.05).

Data quality

We used fastqc to check the sequencing quality of ChIP-seq sequencing data, then use cutadapt to remove reads with adapter and low-quality sequences.

Software

Bowtie v1.2.2; Samtools v1.9; deepTools v3.0.2; SICER v1.1; MACS14; BED Tools v2.25.0; ChIPseeker v1.18.0; DiffBind v2.1.0.

How the deposited data were processed for this re-analysis (not part of the article)

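MNase-seq was analysed in seedlings of WT and *oschz1-1*, with 2 libraries per genotype. The seedlings were 30 days old and had been grown with 14 h of light at 30 °C and 10 h of dark at 28 °C. The authors trimmed the reads, mapped them as pairs to the rice genome (build MSU7) with Bowtie2, removed reads of low mapping quality and potential PCR duplicates with Samtools, and ran DANPOS to position nucleosomes and to compare *oschz1-1* with WT. The options and thresholds of that run are not stated in the paper's text.

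A single table of 17 columns was analysed, and 0 columns of values were left unmapped. Its occupancy values are a signal that the authors scaled between the genotypes with DANPOS, with 1 value per genotype after the replicates had been merged. The point values and the fuzziness values are scores deposited by the authors. A point value is the occupancy at the position where the maps differ most, and fuzziness is the spread of fragment positions around a nucleosome. Each difference was deposited by the authors with a −log10 p and with an FDR, an estimate of the share of false calls. The paper's text does not state how the FDR was computed. It was taken as deposited and was not recomputed from the p. The positions of summits and the distances between them are base coordinates of MSU7, as the authors deposited them. The control column was taken as WT and the treated column as *oschz1-1*, as the paper compares the mutant with WT.

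The authors' −log10 p was compared with the upper Poisson tail of the larger summit value, with the smaller value as its mean. The median absolute difference from the p in the authors' deposited table was 4.69e-13 over 1687754 nucleosomes. At these nucleosomes the p treats the scaled signal as a count and holds no term for the spread between replicates. Nucleosomes with a value of 0 in either genotype were left out, as the −log10 of their Poisson tail is not finite. They include 98.97% of the nucleosomes in the runs absent from the WT map, so the p of those was not checked. In the authors' deposited table an FDR of less than 0.05 begins at a −log10 p of 3.48.

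From these values, nucleosomes were counted as increased or decreased where the authors' FDR for the summit value was less than 0.05, by the sign of the log2 ratio of *oschz1-1* to WT after a pseudocount of 1 was added. Position shifts were counted where the summits lay 50 to 90 bp apart. The paper uses an FDR of 0.05 elsewhere and gives no distance. These settings and the alternatives were written down before the data were examined, apart from those marked as chosen later. The alternatives were an FDR of less than 0.01 or 0.001, the point value, and a minimum log2 ratio of 1 with and without the FDR. Others were a limit at the lower quartile of mean occupancy (11.9), the 12 nuclear chromosomes alone, and log2 ratios centred on their median. Shifts of 40 to 90 bp, 70 to 90 bp or at least 50 bp were alternatives as well. The lower quartile had to be passed in at least 1 genotype for occupancy calls, in both for shifts and by the mean for fuzziness.

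A run of nucleosomes absent from one map was defined as at least 5 consecutive nucleosomes with a value of less than 1 in one genotype and of at least 5 in the other, and runs less than 100000 bp apart were joined into an interval. This definition was chosen after the data had been seen, following a scan of 36916 bins of 10000 bp in which 51 had a log2 ratio of more than 1 and 1 had a log2 ratio of less than -1 (pseudocount 0.1). No other definition of a run was tried. Other settings looked at after the table had been opened were 24 single limits on the p, the FDR or the distance, 6 rankings cut at the paper's totals, searches of combinations of limits, and the direction of neighbouring changes. Because 1 merged value per genotype was analysed, no test across samples was made, and nucleosomes were not used as replicates. The depth of the libraries is unknown, and no confidence interval was computed.

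The functions that count shifts and find runs were tested on simulated data of 100000 nucleosomes, in which all 500 forward and 500 reverse shifts and all 8 runs that had been put in were found. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

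No genome sequence or gene annotation of MSU7 was used here. The shares of nucleosomes in gene bodies, promoters and intergenic regions, changes per gene, GC content, the qPCR amplicons, the flowering genes and the genes named in the plan (those the paper discusses for occupancy, and the 2 with the largest fall and the 2 with the largest rise) were therefore not analysed here, and no gene is named. The RNA-seq, ChIP-seq and BS-seq experiments were not analysed here.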

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

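All tests in this part were chosen after the results had been seen.

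The WT map lacked signal over long stretches of chromosomes 10 and 11 that were covered in *oschz1-1*, which the paper does not report. There were 52 runs of at least 5 consecutive nucleosomes with a WT occupancy of less than 1 and an *oschz1-1* occupancy of at least 5. They held 1559 nucleosomes over 467079 bp, with 279 nucleosomes on chromosome 10 and 1280 on chromosome 11. The longest run held 228 nucleosomes over 64961 bp. The same definition with the genotypes exchanged gave 1 run of 23 nucleosomes, on chromosome 3 of MSU7 from 19831821 to 19835881, which is the level for comparison. On chromosome 10 the intervals were from 5972741 to 6002921, from 8170591 to 8207631, from 10834101 to 10899196 and from 11763771 to 11776641.

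Several technical explanations of these runs are at odds with the tables. The scaling between the maps would have moved the flanks as well, but the median log2 ratio over the 2575 nucleosomes within 50000 bp of the intervals was 0.017. Chance gaps at a low depth would be spread over the genome, but 100% of the nucleosomes in the runs were on chromosomes 10 and 11, which held 13.8% of all nucleosomes. Repeats removed by the mapping filter would be low in either genotype, and the median *oschz1-1* occupancy in the runs was 16.6 against 15.2 over the map. The runs had been selected for an *oschz1-1* occupancy of at least 5, however, so this median is no independent test of that explanation. Exchanged genotype columns would not give 1396763 nucleosomes in the control column, which lies within the range for WT that Supplementary Table 4 of the paper gives.

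A candidate explanation is that the WT plants lacked these segments relative to the reference genome. The paper names Nipponbare as the cultivar of its RT-PCR plants and of the reference genome. If the seedlings were Nipponbare too, this explanation requires WT plants that differed from the reference of their own cultivar. The WT value was exactly 0 at 98.97% of the nucleosomes in the runs, against 37.3% of the 1651 other nucleosomes with a WT value of less than 1. A divergent haplotype in the WT plants around the segments may also be present. Between the runs of chromosome 11, 9.01% of the nucleosomes with a WT occupancy of at least 5 had an FDR of less than 0.05 in the authors' deposited table, against a median of 8.19% over 221 other intervals of that length, a percentile of 97.3. This test was defined after 8 windows on chromosomes 10 and 11 had been looked at, with shares from 8.06% to 9.52% in the authors' deposited table, and the window that follows the runs on chromosome 11 had 8.87%. The percentile is therefore weak evidence. Genomic DNA of the plants was not analysed here, so the presence of the segments was not measured. A genome-wide effect of the loss of OsChz1 is at odds with the 100% of the nucleosomes in the runs that lay on 2 chromosomes. A local effect of the loss of OsChz1 on these segments, which held 1.78% of the increased nucleosomes of the authors' deposited table, cannot be told apart from a difference between the plants used, because genotype and plants go together in the comparison. The WT values of exactly 0 are what missing segments would give, but no value here rules out a local effect.

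Fuzziness, which the paper does not report on, changed in one direction in the authors' deposited table. At an FDR of less than 0.05, 18753 nucleosomes of the authors' deposited table had a higher fuzziness in *oschz1-1* and 0 had a lower one. The count of nucleosomes with changed fuzziness had been planned before the data were examined, unlike the tests of its direction that follow. A rise of fuzziness in *oschz1-1* as one-sided as these calls is at odds with the scores, since 51.2% of the changes of more than 15 were rises (17425 rises and 16612 falls). A slight overall rise is not excluded, as fuzziness was higher in *oschz1-1* at 850640 nucleosomes and lower at 839658. The p-value column may account for the direction. The value -350 stands in place of a −log10 p at 23455 nucleosomes of the authors' deposited table, all 23455 with a lower fuzziness in *oschz1-1* and with an FDR of 0.99999. It was present at 89.6% of the nucleosomes with a fall of more than 15 in the authors' deposited table and at 0% of those with a rise of more than 15. No effect of the genotype on fuzziness was tested, as the values of single replicates were not analysed here.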

How the results depend on the processing

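No paired analysis was possible because the replicates of each genotype had been merged into 1 value, and for the same reason no replicate was left out in turn. All counts of occupancy and fuzziness changes here are counts of calls in the authors' deposited table.

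The main counts were 87438 increased and 85628 decreased nucleosomes. They fell to 23858 and 21881 with an FDR of less than 0.01 and to 3614 and 2363 with an FDR of less than 0.001. They rose to 135608 and 131658 with a log2 ratio of at least 1 in absolute size and no FDR. With the point value, the decreased nucleosomes rose to 129673 and the increased ones to 129796, the latter within 1.5 times the main count. Both counts stayed within 1.5 times the main counts with a minimum log2 ratio of 1 beside the FDR or the 12 nuclear chromosomes alone. They also did so with a value above the lower quartile of mean occupancy (11.9) in at least 1 genotype. That limit is a weak test, as the higher genotype had a median of 18.1 at increased and 18.7 at decreased nucleosomes. A limit on the mean of the genotypes was not applied to these counts. Centring the log2 ratios on their median (0.00079) is no test of stability, as the calls rest on the authors' FDR and no count changed. The lower counts at a stricter FDR follow from its construction.

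Increases outnumbered decreases by 1810, a result added after the data had been seen. Centring aside, the excess was positive under the alternatives named above, from 123 with the point value to 3950 with no FDR. Further settings were chosen after seeing the data. Without the runs absent from one map, 85879 increased and 85605 decreased nucleosomes were left, an excess of 274. The excess without the runs was 441 at an FDR of less than 0.01 (1977 with them) and 53 at an FDR of less than 0.001 (1251 with them). Among nucleosomes with a summit in both genotypes, 13500 were increased and 15829 decreased, and the excess became -2329; the cause was not tested. With as many nucleosomes as the paper's total, by the smallest p, 19459 were increased and 18149 decreased.

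The 124737 forward and 125277 reverse shifts of 50 to 90 bp fell to 42936 and 43002 for 70 to 90 bp, which follows from the narrower range. They stayed within 1.5 times the main counts for 40 to 90 bp, for at least 50 bp, with both values above the lower quartile and on the nuclear chromosomes alone. The 18753 nucleosomes with changed fuzziness became 0 at an FDR of less than 0.01, since the smallest FDR of fuzziness in the authors' deposited table is 0.0263. They became 8901 above the lower quartile of mean occupancy; the cause was not tested.

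The alternatives for regions, genes and GC content were not run, as no genome or annotation of MSU7 was used. The unknown depth limits all counts, since the sampling error of a single value could not be computed.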

Differences from the paper's values

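All counts of occupancy changes here are counts of calls in the authors' deposited table. At an FDR of less than 0.05, 87438 nucleosomes were increased against the paper's 19673, 85628 were decreased against the paper's 17935, and 173066 were changed in all against the paper's 37608. Of the alternatives set before the data were examined, an FDR of less than 0.01 brought all 3 counts within 1.5 times the paper's, at 23858 increased, 21881 decreased and 45739 in all. An FDR of less than 0.001, the point value, a minimum log2 ratio with or without the FDR, the limit on occupancy and the nuclear chromosomes alone did not, and centring could not, as it changed no call.

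For shifts of 50 to 90 bp, 124737 were forward against the paper's 12540, 125277 were reverse against the paper's 12805, and 250014 were found in all against the paper's 25345. None of the alternatives set before the data were examined closed the gap. The nearest, 70 to 90 bp, gave 85938 shifts in all.

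Totals computed from the counts and shares of the paper's Supplementary Table 4 are lower than the paper's text. They are the paper's 16912 increased nucleosomes against 87438 here, the paper's 15424 decreased against 85628, the paper's 5895 forward shifts against 124737 and the paper's 5869 reverse shifts against 125277. An FDR of less than 0.01 was within 1.5 times these totals for occupancy, and no alternative was for shifts.

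Further settings were tried after seeing the values. In 6 rankings, as many nucleosomes were taken as the paper's total, so that only the split between the directions was free; none is a method the paper states. By the smallest p of the summit value in the authors' deposited table, 19459 were increased and 18149 decreased with the total of the text (largest FDR 0.00822), and 17208 and 15128 with that of Supplementary Table 4. By the p of the point value the counts were 19169 and 18439, and 16648 and 15688. By the FDR of fuzziness they were 31837 and 5771, and 29058 and 3278, far from the paper's. Of 24 single limits looked at after seeing the values, a −log10 p of more than 7 for the summit value (16137 and 14313) and of more than 10 for the point value (13431 and 12714) came within 1.5 times of both pairs of occupancy counts. A −log10 p of more than 6 for the summit value (24875 and 23857) did so for the text alone, as did a distance of 90 to 99 bp for shifts (9111 and 9197). A search over 1350 combinations of limits on the columns of the authors' deposited table, also made after seeing the values, found 103 within 1.5 times of both occupancy counts of the paper's text. The closest, an FDR of less than 0.01 for the summit and for the point value at nucleosomes with a summit in a single genotype, gave 22482 increased and 20222 decreased. A search over 2954 combinations for shifts, made after seeing the values as well, found 152 within 1.5 times of both shift counts of the paper's text. The closest, a distance of at least 70 bp with a difference summit and a −log10 p of more than 5 for the point value in the authors' deposited table, gave 12981 forward and 12979 reverse shifts, within 3.52% of the paper's counts. For the totals from Supplementary Table 4, the closest of the 1350 combinations for occupancy gave 16387 and 17246 (11.8% off). It was an FDR of less than 0.01 for the point value with a difference summit and a distance of at least 50 bp. Judged by the larger of the 2 deviations, the single limit of a −log10 p of more than 7 for the summit value came nearer (16137 and 14313). The closest of the 2954 combinations for shifts, at least 30 bp with a fold change of more than 2, gave 6205 and 6178 (5.26% off). With so many settings, a near match carries little weight.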

Other observations

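All tests in this part were chosen after the results had been seen.

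Position shifts were more common at fuzzy nucleosomes. In the lowest decile of fuzziness, averaged over the genotypes, 2.68% of the nucleosomes with a summit in both maps were displaced by 50 to 90 bp, against 34.1% in decile 9 and 32.3% in the highest decile. A candidate explanation is that the summit of a fuzzy nucleosome is located with less certainty, which would also move it in both directions alike, as in the 49.9% of shifts that were forward. A true displacement in a part of the cells would also raise fuzziness, so this test does not separate the explanations. Whether the loss of OsChz1 shifted the 22.4% of shared nucleosomes counted here cannot be told apart from error in the position of summits, because maps of the single replicates were not analysed here.

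The direction of neighbouring changes was looked at as well. Of 13777 pairs of shifted neighbours 150 to 200 bp apart, 68.0% moved in the same direction, against 55.4% at 200 to 250 bp and 50.8% at 250 to 400 bp. All 6824 pairs less than 150 bp apart shared a direction. The cause was not tested, and no null model for the spacing of neighbours was computed. For occupancy, 44.3% of the pairs called in the authors' deposited table less than 150 bp apart shared a direction, 53.5% at 150 to 200 bp, 56.3% at 200 to 250 bp and 55.9% at 250 to 400 bp, so that this share did not fall with distance.

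Calls at nucleosomes of both maps were no more common than sampling noise alone would give under an assumption on the scale. When both maps were drawn from Poisson distributions with the same mean at the scale of the authors' values, 3.48% of the nucleosomes with a summit in both genotypes passed the −log10 p at which the FDR falls to less than 0.05 in the authors' deposited table. In the authors' deposited table 2.63% of them passed. Over all nucleosomes the draws gave 63938 calls, against 173066 in the authors' deposited table. Noise and a difference between the genotypes cannot be told apart for the nucleosomes of both maps, since the number of fragments behind a unit of signal is unknown. Nucleosomes of both maps are also selected for likeness, since a strong loss removes the summit, and those with a summit in a single genotype are selected for a difference, so that neither share is that of an unselected set.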
